# A transcriptional roadblock protects yeast centromeres

**DOI:** 10.1093/nar/gkac117

**Published:** 2022-03-07

**Authors:** Sabrine Hedouin, Glennis A Logsdon, Jason G Underwood, Sue Biggins

## Abstract

Centromeres are the chromosomal loci essential for faithful chromosome segregation during cell division. Although centromeres are transcribed and produce non-coding RNAs (cenRNAs) that affect centromere function, we still lack a mechanistic understanding of how centromere transcription is regulated. Here, using a targeted RNA isoform sequencing approach, we identified the transcriptional landscape at and surrounding all centromeres in budding yeast. Overall, cenRNAs are derived from transcription readthrough of pericentromeric regions but rarely span the entire centromere and are a complex mixture of molecules that are heterogeneous in abundance, orientation, and sequence. While most pericentromeres are transcribed throughout the cell cycle, centromere accessibility to the transcription machinery is restricted to S-phase. This temporal restriction is dependent on Cbf1, a centromere-binding transcription factor, that we demonstrate acts locally as a transcriptional roadblock. Cbf1 deletion leads to an accumulation of cenRNAs at all phases of the cell cycle which correlates with increased chromosome mis-segregation that is partially rescued when the roadblock activity is restored. We propose that a Cbf1-mediated transcriptional roadblock protects yeast centromeres from untimely transcription to ensure genomic stability.

## INTRODUCTION

Centromeres are specialized regions of eukaryotic chromosomes essential for the faithful segregation of the genetic material during cell division. They serve as the specific site of assembly of the kinetochore, a highly conserved macromolecular complex that links chromosomes to dynamic spindle microtubules (1,2). Despite their essential function, centromeric sequences are poorly conserved across species, often enriched in highly repetitive DNA, forming regional centromeres that can span several megabases and are flanked by constitutive pericentromeric heterochromatin domains (3). Given the lack of apparent genetic determinant in most species, centromere identity is primarily defined epigenetically through a unique and conserved chromatin architecture, largely characterized by the specific incorporation of a centromeric histone H3 variant called Centromere protein-A (CENP-A) (4,5). CENP-A containing nucleosomes are necessary and sufficient for the hierarchical and conserved recruitment of the inner kinetochore complexes, which in turn promote the assembly of outer kinetochore complexes that mediate microtubule attachment (1).

Although it was originally thought that centromeres are transcriptionally inert domains, it was recently found that they are subject to a conserved low-level of non-coding transcription, adding further complexity to the current model of the organization and regulation of centromere function. Although these centromere-derived RNAs (cenRNAs) differ greatly in size and sequence, altering their levels has detrimental effects on kinetochore function and promotes chromosome instability (6–15), suggesting that transcription must be tightly regulated. CenRNAs and centromeric transcription have recently been implicated in kinetochore assembly and maintenance as well as regulation of kinetochore-microtubule attachments; however, their precise molecular role in these functions is still not clear owing to the difficulty in manipulating them *in vivo* (8,10,13,16–22). Likewise, very little is known regarding the exact nature of these RNAs and the factors that regulate transcription of this locus. These questions have been difficult to address directly in most eukaryotes due to the technical difficulties inherent in the study of highly repeated sequences and the lack of methodologies to purify or assemble functional kinetochores to directly test their function.

The budding yeast *Saccharomyces cerevisiae* point centromeres represent an ideal model to study centromere transcription due to their simple organization and lack of complex pericentromeric heterochromatin domains. Each of the sixteen centromeres (CENs) are genetically specified by a similar but not identical ∼120bp sequence, consisting of three conserved centromere DNA elements (CDEI-II-III) around which a single CENP-A^Cse4^ nucleosome is assembled (23). CDEI is the binding site for Cbf1, a basal transcription factor with both repressor and activator activity, while CDEIII is bound by the CBF3 complex which promotes the recruitment and deposition of CENP-A^Cse4^ on the AT-rich CDEII element (24–28). Like other species, yeast centromeres were previously thought to be devoid of any endogenous transcriptional activity, and they were proposed to even have a transcription blocking ability (29). Consistent with this, forced transcription of a centromere leads to its inactivation (30), demonstrating that high levels of transcription are deleterious to point centromere function. Paradoxically, more recent studies showed that yeast centromeres undergo low levels of transcription and produce cenRNAs that promote point centromere function, as their targeted degradation impairs chromosome segregation (9,31,32). CenRNAs are detected most easily in S phase, which correlates with the transient disassembly and reassembly of the kinetochore (33). Cbf1 was shown to negatively regulate centromere transcription, as its deletion leads to constitutive transcription throughout the cell cycle, which correlates with impaired binding of some kinetochore proteins and increased rates of chromosome mis-segregation (9,31). This apparent dichotomy regarding centromere transcription suggests that specific mechanisms might be at play to both protect centromeres from surrounding transcription as well as to allow their timely transcription. However, the molecular details of this process remain unclear because we still lack a comprehensive understanding of the transcriptional landscape at centromeres during the cell cycle.

Here, we performed long-read RNA isoform sequencing (Iso-Seq) combined with transcript enrichment to identify the full repertoire of cenRNAs in budding yeast. We found that transcription at and around centromeres is complex and heterogenous between chromosomes and highly regulated during the cell cycle. Transcription initiates in the pericentromeric domain and usually terminates before entering the centromere, making cenRNAs a small subset of the surrounding RNA repertoire. While most pericentromeres are transcribed throughout the cell cycle, centromeres only become accessible to the transcription machinery in S phase. We found that centromere accessibility is regulated via a transcriptional roadblock mechanism mediated by Cbf1. Restoring the roadblock activity at CDEI with another transcription factor partially rescues chromosome segregation defects, suggesting that one activity of Cbf1 at centromeres is to safeguard this domain from surrounding transcription. Overall, our findings highlight the importance of shielding centromeres from transcription during most cell cycle phases to protect kinetochore function and ensure genomic stability.

## MATERIALS AND METHODS

### Strain construction and microbial techniques

The *S. cerevisiae* strains used in this study are listed in Supplemental Table S1 and are derivative of SBY3 (W303). All liquid cultures were grown in yeast peptone dextrose rich (YPD) media. Standard genetic crosses, media and microbial techniques were used (34). Gene deletions, and epitope tagged alleles (3Flag, 13myc, and 3V5) were constructed at the endogenous loci by standard PCR-based integration as described in (35) and confirmed by PCR. Plasmid mutagenesis was performed as described (36). Genome editing of *CEN8* was performed as described in (37). Briefly, strain SBY5082 was transformed with 500 ng of plasmid pSB3303 and 2 μg of gBlock repair template SB6996 (for CDEI mutant) or SB6997 (for Reb1-BS replacement). Transformed colonies were counter-selected on 5-Fluoroorotic Acid plates to ensure loss of the Cas9 plasmid. The *CEN8* locus was PCR amplified and sequenced to verify the successful editing and correct transformants were backcrossed. The plasmids and primers used to generate strains are listed in Supplemental Tables S2 and S3.

### Centromeric probe design

To enrich for full-length centromeric cDNA molecules, we designed 48 5′-biotinylated oligonucleotide probes against the *S. cerevisiae* S288C strain's CDEs and flanking regions (three probes per centromere). Each probe was 103–120 bases long (mode = 120 bases) and designed to have a similar GC content (10.8–37.8%; mode = 25.8%) and melting temperature (66.9–70.8°C; mode = 67.6°C). The probes were ordered from IDT as a pool of xGen Lockdown probes and stored at –20°C. The name, sequence, strand origin, genomic coordinate, GC content, and melting temperature of each probe is listed in Supplemental Table S4.

### RNA preparation, cDNA synthesis and hybridization capture of cDNA molecules

WT (SBY3) and *cbf1Δ* (SBY4958) cells were grown in yeast peptone dextrose rich (YPD) media and arrested in G1 by adding 1 μg/ml α-factor to early log phase cells. When arrest was complete (∼3 h), cells were washed twice with an equivalent volume of YPD and released into medium lacking the α-factor pheromone. ∼75 min after G1 release, 1 μg/ml α-factor was added to prevent a second cell division. Samples were collected every 20 min after release, washed with H_2_O and flash frozen in liquid nitrogen. Cells harvested just after α-factor release form the G1 fraction (*t* = 0).

RNA was extracted using TRIzol (Thermo Fisher, #15596) following the manufacturer's instructions. Briefly, frozen cell pellets were resuspended in TRIzol and lysed using glass beads and a bead beater (Biospec products). RNA was extracted twice with chloroform, precipitated with isopropanol, washed twice with 75% ethanol and resuspended in H_2_O. RNA was stored at –80°C. Cell cycle progression was monitored by RT-PCR analysis, as described below, of *HTA1* (histone H2A) and *SWI5* genes whose expression peaks in S phase and G2/M respectively. RNAs from *t* = 0 min (G1 phase) and *t* = 40 min (S phase) were selected for further polyadenylated tail enrichment and sequencing.

Polyadenylated (poly(A)) RNA was enriched using Oligo d(T)25 Magnetic Beads (NEB, #S1419S) following the manufacturer's instructions, using ∼150 μg of purified total RNA.

Poly(A)-enriched RNA was treated with DNase I to remove any contaminating DNA using the RNA Clean & Concentrator kit (Zymo, #R1014) according to the manufacturer's instructions. RNA was ligated to the universal miRNA cloning linker (NEB, #S1315S) by combining 100 ng of poly(A)-enriched RNA with 1 μM universal miRNA cloning linker, 1X T4 RNA ligase buffer, 20% PEG 8000, 100 U T4 RNA ligase 2 (truncated KQ) (NEB, #M0373S), and 10 U SUPERase-In RNase inhibitor (ThermoFisher Scientific, #AM2694) in a 20 μl volume and incubating at 25°C for 2 h in a thermocycler. The linker-ligated RNA was purified using the RNA Clean & Concentrator kit (Zymo, #R1014) and eluted in 15 μl RNase/DNase-free water. The RNA was reverse-transcribed into double-stranded cDNA using the SMARTer PCR cDNA Synthesis Kit (Clontech, #634925) with modifications to the manufacturer's protocol. Briefly, 10–50 ng of RNA was mixed with 1 mM dNTP mix and 1 μM of the following oligo: 5′- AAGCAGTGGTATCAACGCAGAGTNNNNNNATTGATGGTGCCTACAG-3′, where N is either an A, C, G or T, and the string of Ns creates a unique molecular identifier (UMI) that serves as a barcode for each cDNA molecule. This mixture was heated at 65°C for 2 min on a thermocycler and then combined with a pre-heated mixture of 1× First-Strand Buffer, 10 μM DTT, 1.2 μM Clontech SMARTer IIA template-switch oligo, 5 U SUPERase-In RNase inhibitor, and 100 U Maxima H Minus Reverse Transcriptase (ThermoFisher Scientific, #EP0751). This 10 μl mixture was incubated at 50°C for 1 h, 45°C for 30 min, and 85°C for 5 min before being cooled on ice. The resulting double-stranded cDNA was purified using the Monarch PCR & DNA Cleanup Kit (NEB, #T1030S) and amplified via PCR with 1× KAPA HiFi HotStart ReadyMix (Roche, #KR0370) and 1 μM of the following oligo: 5′-AAGCAGTGGTATCAACGCAGAGT-3′ for 12 PCR cycles. The amplified DNA was purified with the QIAquick PCR Purification Kit (Qiagen, #28104) and eluted in 30 μl Elution Buffer.

To capture centromeric cDNA molecules, the xGen Hybridization and Wash Kit (IDT, #1080577) was used with some modifications to the manufacturer's protocol. Briefly, 500 ng–1 μg of double-stranded cDNA was lyophilized with 6 μM 5′ blocking oligo (Clontech SMARTer IIA template-switch oligo), 6 μM 3′ blocking oligo (Pacbio 3′ blocker-16bpBC), and 1 μg salmon sperm (Invitrogen, #15-632-011) using a SpeedVac™ system. The lyophilized DNA was resuspended in 17 μl hybridization mastermix consisting of 8.5 μl xGen 2X Hybrization Buffer, 2.7 μl xGen Hybridization Buffer Enhancer, 1.8 μl water, and 4 μl of 0.75 μM biotinylated probes. The solution was heated at 80°C for 5 min, incubated at 95°C for 1 min, and then incubated at 65°C for 2–4 h. Washed streptavidin beads (Invitrogen, #65306) were added to the mixture and incubated at 65°C for 45 min. The beads were washed with a series of heated and room temperature washes according to the manufacturer's protocol. The remaining DNA on the beads were amplified via PCR with 1× KAPA HiFi HotStart ReadyMix (Roche, #KR0370) and 1 μM of the following oligo: 5′-AAGCAGTGGTATCAACGCAGAGT-3′ for 15 PCR cycles according to the manufacturer's instructions. The resulting DNA was purified and checked via Agilent's BioAnalyzer System to ensure successful amplification.

### SMRTbell library preparation and circular consensus sequencing (CCS)

Sequencing libraries were prepared using the SMRTbell Express Template Prep Kit 2.0 (Pacific Biosciences, #100-938-900) according to the manufacturer's protocol. Briefly, 250 ng of DNA was damage-repaired by mixing it with 7 μl DNA prep buffer, 0.6 μl NAD, and 2 μl DNA Damage Repair Mix v2. This reaction was incubated at 37°C for 30 min before proceeding to the end-repair step. For the end-repair step, 3 μl End Prep Mix was added to the reaction and incubated at 20°C for 30 min, followed by a second incubation at 65°C for 30 min. The reaction was then mixed with 3 μl barcoded overhang adapter, 30 μl Ligation Mix, 1 μl Ligation Enhancer, and 1 μl Ligation Additive to ligate the barcoded adapter. This reaction was incubated at 20°C for 1 h. The SMRTbell libraries were cleaned up with ProNex beads (Promega, #NG2001), pooled, and sequenced on a SMRT Cell 8M on the Pacific Biosciences Sequel II in CCS mode with the following parameters: –noPolish –minLength 10 –minPasses = 3).

### Sequencing data processing

All CCS reads were demultiplexed and trimmed to remove the adapter with Lima v1.10.0 (https://lima.how/) and the following parameters: –isoseq –dump-clips. The resulting reads were tagged for deduplication and trimmed to remove the linker and UMI with the isoseq3 v3.2.2 (https://github.com/PacificBiosciences/IsoSeq) tag step and the following parameters: –design T-17B-7U. Full-length non-chimeric (FLNC) reads were extracted with the isoseq3 v3.2.2 refine step and the following parameters: –min-polya-length 10 –require-polya. The resulting FLNC reads were deduplicated with the isoseq3 v3.2.2 dedup step and the following parameters: –max-tag-mismatches 0 –max-tag-shift 0. The resulting FLNC, deduplicated reads were mapped to the April 2011 sacCer3 yeast reference genome via Minimap2 v2.17-r941 (38) with the following parameters: -ax splice -t {threads} -G2k -uf -C5 {ref.fasta} {input.fastq}. SAM files were filtered using SAMtools (39) with FLAG score 2308 to prevent multi-mapping of reads, and BAMs were visualized in the Integrated Genome Browser (IGB; v9.1.8). The number of reads entering, spanning, or flanking the CDEs on each chromosome were quantified using BEDtools v2.25.0 (40) by intersecting the alignment file with a BED file of each CDE region and were normalized to the read depth of each library. (peri)CEN transcripts were characterized as transcripts which termination occurred within 50 bp of each CEN while CEN transcripts were characterized as transcripts entering the CEN by at least 1 bp. The 50 bp cut-off was selected to minimize background from adjacent genic transcripts. Data presented in the manuscript represent the average between the two replicates. Iso-Seq profiles presented in the manuscript are from the first replicate. Similar results were observed for the second replicate and therefore not shown for clarity of visualization.

To characterize the origin of (peri)cenRNA transcription, we analyzed the position of the main transcription start site relative to the closest neighboring gene and to the position of published mapped canonical nucleosomes (41). We considered a Nucleosome Depleted Region (NDR) to be a region >80 bp of spacing between two adjacent nucleosomes.

### Analysis of gene expression

RNA from early log phase cultures or from G1 arrest/release kinetics was extracted using TRIzol (Thermo Fisher, #15596) as described above. Contaminant genomic DNA was eliminated using TURBO DNA-free kit (Ambion, #AM1907). RNA concentration was measured on a Nanodrop™ (Thermo Fisher). 1 μg of DNase-treated RNA was reverse transcribed using RevertAid Reverse Transcriptase (ThermoFisher Scientific, #EP0442) in a 20 μl reaction using 1.25 ng/μl random hexamer and 2.5 μM oligo(dT)_18_ primers for 1 h at 42°C and analyzed by PCR using Phusion High Fidelity DNA Polymerase (ThermoFisher Scientific, #F530S), or qPCR using PowerUp™ SYBR™ Green Master Mix (Thermo Fisher, #A25742) or Forget-Me-Not EvaGreen qPCR Master Mix (Biotium, #31045) with primers listed in Supplemental Table S3. qPCR was performed using a Quantstudio™ 5 Real-Time PCR System (Applied Biosystem). A final dissociation stage was performed to verify the specificity of the PCR primers. Primer efficiency of each primer pair was evaluated by standard curves with 2-fold serial dilutions of cDNA and is specified in Supplemental Table S3. The relative expression of the (peri)cenRNAs was normalized to *UBC6* expression, which is stably expressed throughout the cell cycle. The relative fold changes were calculated using the ΔΔCt method (42).

To demonstrate that cenRNAs are polyadenylated, total RNAs were fractionated into poly(A)+ and poly(A)- fractions. Poly(A)+ RNAs were enriched using Oligo d(T)25 Magnetic Beads (NEB, #S1419S) following the manufacturer's instructions. The supernatant left after the initial binding of the beads was saved, and RNAs were purified using acid phenol extraction and ethanol precipitation, forming the poly(A)– fraction. RNAs from total, poly(A)+ and poly(A)– fractions were DNase treated and 250 ng of RNA was reverse transcribed using only random hexamer primers. *COX3*, a mitochondrial mRNA without poly(A) tail, was used as a control for the poly(A)– fraction (43).

### *De novo* kinetochore assembly assay and T7 *in vitro* transcription

Preparation of DNA templates for the kinetochore assembly assay were performed as described in (44) with a few modifications. In order to initiate T7 transcription, the T7 promoter sequence was added to the 5′ non-biotinylated oligo used to amplify the DNA templates. Plasmids and primers used to generate the DNA templates are listed in Supplemental Tables S2 and S3. M280 streptavidin Dynabeads (Invitrogen, #11205D) were coated with a 10:1 ratio of *CEN3* to *ampC* biotinylated DNA. De novo kinetochore assembly was performed with whole cell extract from SBY19103 (*CBF1-3FLAG*, *REB1-13MYC*, *CNN1-3V5*) as described in (44). Briefly, 500 μl of whole cell extract and 20 μl of DNA coated M280 Dynabeads were incubated at room temperature for 90 min to allow kinetochore assembly. Following the last wash, beads were resuspended in 40 μl of Buffer L ((25 mM HEPES pH 7.6, 2 mM MgCl_2_, 0.1 mM EDTA pH 7.6, 0.5 mM EGTA pH 7.6, 0.1% NP-40, 175 mM K-glutamate and 15% glycerol) supplemented with 0.1% BSA, 10 U of DraI (NEB, #R0129S) and 2.5 U of SspI (NEB, #R0132S) and incubated at 30°C for 15 min to allow the cleavage of kinetochore-unbound DNA. Beads were then washed once with Buffer L, split into two tubes and resuspended in 20 μl of Buffer L supplemented with 0.5 mM rNTP mix (NEB, #N0466S), 2 μM spermidine (Sigma, #S2501) and 20 U of RNase inhibitor murine (NEB, #M0314L). One tube had an addition of 100 U of T7 RNA Polymerase (NEB, #M0251L). Both tubes were incubated at 30°C for 30 min. The supernatant containing *in vitro* transcribed RNAs was collected and RNAs were purified by acid phenol extraction and ethanol precipitation. RNA pellet was resuspended in 20 μl of water and 3 μl was run on a 6% Novex™ TBE–urea gel (Invitrogen, #EC68652BOX) in 1× TBE buffer. Gel was stained with SYBR Gold (Invitrogen, #S11494) and imaged on a ChemiDoc™ MP imaging system (Biorad). Band intensity was analyzed using ImageJ software (v1.53f51).

### Chromosome segregation assay

Cells were grown in YPD medium. Exponentially growing *MATa* cells also carrying a tandem array of lacO sequences integrated proximal to *CEN8* (45) and a LacI-GFP fusion (46,47) were arrested in G1 with 1 μg/ml α-factor. When arrest was complete, cells were released into medium lacking α-factor pheromone but supplemented with 200 μM CuSO_4_ to induce the expression of the LacI-GFP fusion. ∼75 min after G1 release, 1 μg/ml α-factor was added to prevent a second cell division. Samples were taken ∼100 min after G1 release to quantify chromosome segregation in anaphase. Samples were fixed with 3.7% formaldehyde (Fisher chemical, #252549) in 0.1 M potassium phosphate (KPi) buffer (pH 6.4) for 10 min, washed once with 0.1 M KPi pH 6.4 and resuspended in 1.2 M Sorbitol, 1% Triton X-100, 0.1 M KPi pH 7.5 supplemented with 2 μg/ml DAPI. Cells were plated on 0.5 mg/ml Concanavalin A (Sigma, #L7647) coated coverslips and visualized on a Deltavision™ Ultra equipped with a 100×/1.40 PlanApo N oil-immersion objective (Olympus). Two hundred cells were counted per genotype and per experiment (*n* = 3).

### Statistical analysis

Statistical analyses were performed with GraphPad Prism software version 8.4 (GraphPad Software, San Diego, CA, USA). Each test is specifically identified in the figure legends. Note that we could not perform a statistical analysis to test the significance of differences observed between the number of counts per thousand (CPT) reads between samples. This is because the hybridization capture enrichment step introduces a bias in the read distribution that prevents the application of common bioinformatics tools that calculate differential ‘gene’ expression between samples with an associated *P*-value.

## RESULTS

### Characterization of the transcriptional landscape around centromeres

Due to their very low abundance, cenRNAs are usually absent from published short read RNA-seq datasets, hindering the identification of their initiation and termination sites that would facilitate their manipulation. Therefore, to better understand the regulation and function of yeast centromere transcription, we sought to elucidate the full extent of the cenRNA landscape. To do this, we took advantage of long-read RNA isoform sequencing (Iso-Seq) technologies that allow determination of full-length transcript sequence (48,49). Centromere transcription is highest during S phase (9,31), so we prepared RNAs from both G1 and S phase populations for comparison. Because cenRNAs are polyadenylated (9) (Supplemental Figure S1), we first purified poly(A)+ RNAs. To enrich for cenRNAs that would have escaped detection by other methods, we further enriched for cenRNA cDNAs by hybridization capture. We followed a previously established protocol with two modifications (50) (Figure 1A). First, to avoid any bias introduced during reverse transcription from the AT rich CDEII element, we ligated an adapter to the 3′ end of the poly(A) tail and used it to initiate the first strand of reverse transcription instead of using oligodT primers. Secondly, to maximize the enrichment of cenRNA molecules during the hybridization capture step, we designed three 105–120 nt biotinylated probes specific to each centromere: one probe complementary to the core centromere and two probes complementary to each of the flanking pericentromeric regions (48 unique probes total, Figure 1A and Supplemental Table S4). The libraries were then sequenced via Pacific Biosciences (PacBio) circular-consensus-sequencing (CCS) and aligned to the yeast reference genome. Two independent replicates were performed for each time point and showed high correlation (*r*² ≥ 0.94) (Supplemental Figure S2A).

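In the captured WT libraries, 28751 and 22695 reads (replicates 1 and 2) reached the 50 bp next to a centromere on their way toward it in G1, and 36499 and 34571 in S phase. CEN7 alone supplied most of them: its CDEI side gave 58.5% and 76.0% of these reads in G1 and 56.1% and 67.1% in S phase. The input libraries, sequenced without capture, held 23 and 9 such reads in G1 and 36 and 22 in S phase. Cells were arrested with 1 μg/ml α-factor and harvested at 0 min (G1) or 40 min after release (S phase), with 2 replicates per time point. Each replicate was sequenced as an input library and as a library enriched by hybridization capture with 3 probes per centromere, which gives 8 WT libraries. Iso-Seq reads a whole polyadenylated RNA from end to end, and the random tag added to each cDNA (UMI) lets the copies made by PCR be collapsed, so that a read here stands for 1 molecule. The authors kept reads with a poly(A) tail of at least 10 nt, collapsed them by UMI, aligned them to sacCer3 with minimap2, removed unmapped, secondary and supplementary alignments (SAMtools flag 2308) and counted the reads per centromere and strand. These counts, which are not normalized, are the values used here. Each of the 16 centromeres was followed on 2 sides, named by the element that converging transcription meets first, so that CEN7 CDEI is the transcription that reaches CEN7 at its CDEI border. For each of the 32 sides, periCEN reads are all converging reads within 50 bp of the border, cenRNA reads are those that enter the CEN by at least 1 bp, and full-CEN reads are those that cover it. Side by side counts were tested with edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted, threshold 0.05), in which each library's total of periCEN reads was its library size. These tests used no total of all sequenced reads, so a change of a side is a change relative to all periCEN reads, most of which come from CEN7 CDEI. The paper states that differences in CPT could not be tested because capture introduces a bias in the read distribution that rules out common tools for differential expression, and the counts tested here come from the same captured libraries. With 2 libraries per group, no exact permutation test of a single total can reach the threshold, and p-values over sides describe the spread between sides, which are not replicate cultures.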

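Over the 32 sides, the cenRNA counts of the 2 WT G1 replicates had an r² of 0.674 (95% interval 0.438 to 0.827) and those of the 2 WT S replicates an r² of 0.696 (0.468 to 0.839). For periCEN reads, r² was 0.936 in G1 and 0.978 in S phase. In G1 the replicates were farthest apart at CEN7 CDEI, with 148 and 73 cenRNA reads, at CEN10 CDEI, with 6 and 50, and at CEN9 CDEIII, with 34 and 7. In S phase, CEN10 CDEI had 400 and 1051 cenRNA reads, CEN7 CDEIII 1097 and 489, and CEN14 CDEI 268 and 75. The replicates of each group differed by more than the sampling noise of their counts (chi-square test over sides, p = 8.43e-14 in G1 and p = 4.28e-148 in S phase). An r² over sides is set by the few sides with most reads, and sides are not independent replicates.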

**Figure 1.**

Hybridization capture and long-read sequencing of lowly expressed cenRNAs. (**A**) Schematic illustrating the procedure to capture and sequence RNA molecules generated at or near budding yeast centromeres. Cells were synchronized in G1 phase with α-factor and then released into the cell cycle. Cells were harvested immediately after release (G1 phase) and 40 min after release (S phase). RNA (dark blue) was extracted and enriched for those that were polyadenylated. Poly(A)+ RNA was ligated to a linker (orange) containing a unique molecular identifier (UMI; purple or light blue). The RNA was next reverse transcribed into double-stranded cDNA (black) and amplified via PCR. The cDNA was hybridized to 5′-biotinylated DNA probes (dark grey, light grey and pink) designed against the three CDEs (pink) of all 16 centromeres as well as the flanking regions (gray) to enrich for centromeric and pericentromeric RNAs. The probes were washed stringently and the remaining cDNA was eluted from the probes. Both input and enriched (Hybcap) cDNAs were prepared into a library by adding 5′ and 3′ barcoded adapters (brown) and sequenced via Pacific Biosciences (PacBio) long-read circular-consensus sequencing (CCS). (**B**) Iso-Seq profiles of WT G1 cells before (Input) and after hybridization capture (Hybcap). Position of centromere boundaries is shown by the vertical grey dotted lines. Reads coming from the (+) strand are shown in purple while reads coming from the (–) strand are shown in green. (**C**) Schematic illustrating the nomenclature used throughout the paper. PericenRNAs correspond to transcripts converging towards the CEN but stopping within 50 bp of the CEN border (grey arrows) while cenRNAs correspond to transcripts that converge towards the CEN and enter it by at least 1bp (dark pink arrows). cenRNAs are pericenRNAs that readthrough the CEN.

### Iso-Seq uncovers complex transcriptional profiles around centromeres

We initially verified that the input reads mapped to full-length ORFs and that we could detect known RNA isoforms that bear alternative polyadenylation cleavage sites, suggesting that we were successful in sequencing complete RNA isoforms (Supplemental Figure S2B) (51). We further checked that we successfully enriched for transcripts overlapping with the probes used for the hybridization capture (Figure 1B). Indeed, reads mapping to pericentromeres represented only ∼0.04% of input libraries whereas they represented ∼75% of the libraries following hybridization capture (∼1700-fold enrichment). 

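Capture raised the periCEN reads of WT G1 from 32 in the 2 input libraries to 51446 in the 2 captured libraries, 1608-fold (95% counting interval 1139 to 2350), with 1250-fold in replicate 1 and 2522-fold in replicate 2. In WT S they rose from 58 to 71070, or 1225-fold (948 to 1614), with 1014-fold and 1571-fold in the 2 replicates. CEN7 CDEI gave 22 of the 32 input reads in G1 and 33 of the 58 in S phase, so it was the most abundant side with and without capture. Reads that stop before the centromere were enriched 2109-fold in G1 (1418 to 3292) and 1514-fold in S phase (1112 to 2119). Full-CEN reads were enriched 6.57-fold in G1 (46 reads against 7, interval 3.19 to 16.3) and 156-fold in S phase (2179 against 14, interval 92.8 to 285). These are ratios of the reads as counted, not of shares of each library, and the intervals cover counting error only, not the spread between replicates.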

In order to differentiate between centromeric and pericentromeric transcripts, we arbitrarily defined cenRNAs as any transcripts that enter the centromere by at least one base pair while pericenRNAs refer to any transcripts that terminate within 50 bp of the centromere border, whether they are of genic origin or not (Figure 1C). Of note, the aforementioned transcripts are derived from transcription converging towards the centromere. Unexpectedly, we also observed transcription starting at or around centromeres and diverging from them. 

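Reads that start in or next to a centromere and run away from it (divergent reads) numbered 107 and 63 in the captured WT G1 libraries and 1137 and 842 in the WT S libraries. In G1 most came from the CDEI side of CEN5, with 87 and 43 reads. In S phase the CDEIII side of CEN15 gave the most, 826 reads over both libraries.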

While this study mainly focuses on converging transcription, an additional analysis of the divergent transcription is presented in the accompanying Supplemental note.

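The 2 input libraries of WT G1 held 5 and 3 reads that enter a centromere by at least 1 bp, and those of WT S 10 and 8. In G1, CEN3 CDEI gave 2 of these reads and no other side more than 1. In S phase CEN2 CDEIII, CEN3 CDEI and CEN7 CDEI gave 3 each, the most of any side. Of all reads at or next to a centromere they made up 25.0% in G1 (8 of 32, Wilson 95% interval 13.3 to 42.1) and 31.0% in S phase (18 of 58, 20.6 to 43.8). Most of them covered the full centromere, 7 of the 8 and 14 of the 18, and without these 1 of 25 reads entered in G1 (4.00%) and 4 of 44 in S phase (9.09%). No difference between the phases was detectable at this depth (two-sided Fisher's exact test on the reads, p = 0.631, and p = 0.646 without full-CEN reads), a test that compares these libraries rather than the phases.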

Consistent with previous work, the reads overlapping with centromeres in the input samples are extremely rare and therefore not consistently detected (52,53). However, post-hybridization capture, we detected roughly 8 and 76 counts per thousand (CPT) of molecules overlapping centromeres, either from the + or – strand, in G1 and S respectively, confirming that the enrichment step was successful and that centromere transcription increases during S phase (Figure 2A). 

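The captured libraries held 468 and 357 cenRNA reads in WT G1 and 5737 and 4773 in WT S. The means are 412.5 ± 78.5 in G1 and 5255 ± 682 in S phase (SD, n = 2), a 12.7-fold difference. Counted per 1000 periCEN reads, the means are 16.0 ± 0.387 in G1 and 148 ± 13.5 in S phase, a 9.22-fold difference. Both S phase libraries lay above both G1 libraries, which chance gives in 16.7% of comparisons of 2 libraries against 2.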

Due to the absence of reads in the input samples, we could not estimate the rate of cenRNA enrichment post-hybridization capture. Even after enrichment, cenRNAs transcripts represented only 0.79% of total sequenced reads in G1 and 7.56% in S phase (Supplemental Figure S3A). 

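Of the cenRNA reads, 5.58% ± 0.0330 covered the full centromere in WT G1 and 20.4% ± 5.06 in WT S (SD, n = 2), from 26 and 20 such reads in the G1 libraries and 1376 and 803 in the S phase libraries. CEN7 CDEIII gave 1126 of the 2179 full-CEN reads of S phase and CEN15 CDEI 481. CEN7 CDEI, with 2929 cenRNA reads in S phase, gave 6, and CEN10 CDEI, with 1451, gave 10. As a share of all periCEN reads, full-CEN reads made up 0.0893% ± 0.00163 in G1 and 3.05% in S phase, a 34.1-fold difference.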

Surprisingly, most cenRNAs do not encompass the full centromere (all three CDEs) as they represented only 0.04% and 1.5% of total reads in G1 and S phase, respectively (Supplemental Figure S3A). This result likely explains why cenRNAs are hardly detectable by RT-PCR when primers designed to amplify the whole CEN are used (9,31,32,54), since they only represent a minor fraction of cenRNA isoforms.

**Figure 2.**

Iso-Seq reveals a complex transcriptional landscape at centromeres. (**A**) Number of normalized cenRNA reads (transcripts entering CEN by at least 1 nt) measured by counts per thousand (CPT) after hybridization capture enrichment. Input reads are not shown because they were not detected. (**B**) Distribution of normalized cenRNA read counts per thousand (CPT) per chromosome. (**C**) Aggregate plot of median read count around centromeres. All 16 centromeres, regardless of the strand of origin, were aligned at the beginning of the CDEI element (top plot) or the beginning of the CDEIII element (bottom plot). The 5′–3′ direction is indicated by a purple arrow for reads converging toward the CDEI element and a green arrow for reads converging towards the CDEIII element. The structure of the centromere is schematically shown on the top. (**D**) Distribution of the proportion of periCEN reads that enter the CEN in G1 versus S phase. Each centromere is represented by two dots for reads coming from each strand. Median plus interquartile range is displayed in black. *P*-values determined by a paired Wilcoxon test (****P < 0.0001). (**E**) Example of Iso-Seq profiles at *CEN1* and *CEN8*. Position of centromere boundaries is shown by the vertical grey dotted lines. Reads coming from the (+) strand are shown in purple while reads coming from the (–) strand are shown in green. The y-axis represents the maximum CPT.

We next analyzed the number of reads across all 16 centromeres. Although there was little detectable transcription at most centromeres in G1, some (like *CEN6* and *CEN7*) showed higher read counts (Figure 2B). 

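CEN7 gave 44.8% of the 825 cenRNA reads of the 2 captured WT G1 libraries, with 212 and 158 reads, and CEN6 came next with 114 and 72. CEN10 had 26 and 58 reads, CEN3 29 and 20, and CEN9 36 and 8. Only 9 of the 16 centromeres had at least 10 reads over both libraries, and the median centromere had 13. CEN8 had 1 and 2 reads, CEN12 1 in each library and CEN14 0 and 1. CEN7 lies on chromosome VII of sacCer3 from 496920 to 497038 (119 bp, minus strand), between ERG26, which encodes an enzyme of ergosterol synthesis, and EFM5, which encodes a lysine methyltransferase. No annotated gene overlaps it. Both genes lie on the minus strand, so that EFM5 is transcribed toward the CDEI border of CEN7 and ends 94 bp from it, while ERG26 starts 417 bp from the CDEIII border and runs away. The CDEI of CEN7 reads ATCACGTGTT. CEN6 lies on chromosome VI from 148510 to 148627 (118 bp, plus strand). Its CDEI reads ATCACGTGCT, and DEG1, which encodes a pseudouridine synthase, ends 50 bp before it on the same strand. Both CDEI, the element to which Cbf1 binds, hold the motif CACGTG. Each centromere has its own probes, so the levels of different centromeres also carry differences in capture.

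**Figure D1:**
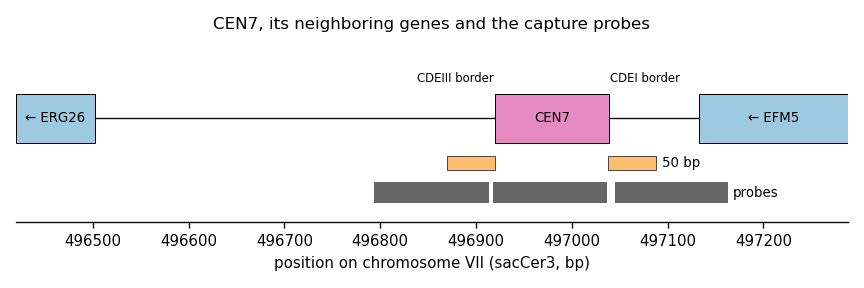
Map of the CEN7 region. The x axis is the position in bp on chromosome VII of sacCer3. The centromere runs from 496920 to 497038, arrows mark the direction of ERG26 and EFM5, and the narrow boxes are the 50 bp windows on each side and the 3 capture probes.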

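Each of the 16 centromeres had more cenRNA reads in both captured WT S libraries than in both WT G1 libraries, which chance gives in 16.7% of centromeres for 2 libraries against 2. In S phase CEN7 gave 63.1 ± 22.4 cenRNA reads per 1000 periCEN reads (SD, n = 2), CEN10 24.1 ± 13.1 and CEN6 15.3 ± 0.249. At the low end, CEN13 gave 0.448 ± 0.102, CEN16 0.588 ± 0.176 and CEN2 0.705 ± 0.0668. By side, the largest log2 fold changes fitted by edgeR were those of CEN1 CDEI, with 126 reads in S phase and 0 in G1 (at least 30.4-fold higher per 1000 periCEN reads, against a floor of 3 counts over the group), CEN15 CDEI, with 641 reads against 1 (a ratio of 464, counting interval 83.0 to 18356), and CEN12 CDEI, with 59 against 0 (at least 14.2-fold higher). Where G1 has 0 reads this rank depends on the model. CEN14 CDEI, with 343 reads against 1 (a ratio of 248, counting interval 44.3 to 9835), and CEN8 CDEI, with 453 against 3 (a ratio of 109, counting interval 37.2 to 532), had ratios above the bound for CEN12 CDEI. CEN7 CDEI had 2929 reads against 221 (log2 fold change 3.29, standard error 0.59). The smallest changes were those of CEN9 CDEIII, with 37 reads in S phase and 41 in G1 (log2 fold change -0.55, adjusted p = 0.429 by edgeR), CEN11 CDEIII (1.67) and CEN6 CDEIII (1.93). By edgeR, 30 of the 32 sides were higher in S phase and 0 lower, as at an unadjusted p under 0.05, and DESeq2 with the same library sizes called 28 higher and 0 lower. CEN9 CDEIII and CEN16 CDEI did not pass. TMM and the median of ratios centre the sides as a set and so measure each side against the others. With them the median log2 fold change over the sides moved from 3.78 to 1.25 and 0.21, and 4 sides were higher and 1 lower, and the direction turned on 8 and 10 sides.

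**Figure D2:**
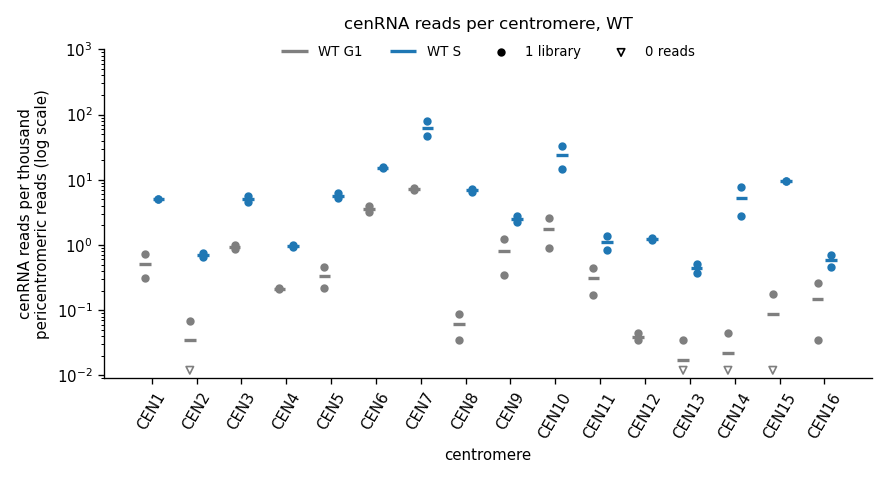
cenRNA reads per 1000 periCEN reads (log axis) at each centromere (x axis) in WT G1 and WT S. Points are single captured libraries, bars are means of the 2 libraries, and open triangles at the bottom are libraries with 0 reads. CEN7 is highest in both phases, at 7.17 in G1 and 63.1 in S phase.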

During S phase, all 16 centromeres become more robustly transcribed, although levels still vary greatly between centromeres (Figure 2B). However, because the biotinylated probes used for cenRNA enrichment may vary in pull-down efficiency, the transcription levels between centromeres may not be accurately compared. Nonetheless, our data are consistent with published qPCR data where different cenRNAs varied in abundance (31).

We next sought to characterize the transcription start sites (TSS) of cenRNAs. As previously observed using rapid amplification of cDNA ends (RACE-PCR), they initiate from the pericentromeric domain (9). Interestingly, there is a high heterogeneity in how CEN transcription is initiated. Indeed, we categorized each TSS for all cenRNAs, whether they enter through the CDEI or CDEIII element, and identified 4 main ways through which transcription occurs: transcription readthrough from a neighboring gene, antisense initiation of a neighboring gene body, initiation in an intergenic region and finally, initiation using a nucleosome depleted region (NDR) as found in the promoter or the transcription termination site (TTS) of a neighboring gene (Table 1). 

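Table 1 of the paper assigns each side to 1 or 2 of 4 origins, and the sides differed widely within each. In the captured WT S libraries the 16 sides with transcription from a nucleosome depleted region had a median of 0.689 cenRNA reads per 1000 periCEN reads, and the 14 sides with readthrough of a convergent gene 0.640. The 4 antisense sides had a median of 4.08 and the 3 intergenic sides 4.36. Among the 10 sides with most cenRNA, 3 belong to a nucleosome depleted region (CEN7 CDEIII at 22.1, CEN10 CDEI at 20.7 and CEN6 CDEIII at 8.10), and the highest of all, CEN7 CDEI at 41.0, is listed as readthrough. The sides of nucleosome depleted regions had a median log2 level -1.35 from that of the other sides, a difference that did not pass a permutation test (two-sided, p = 0.298). The origins were assigned by the study from the same libraries, and the table's mark for the most abundant isoform was not used here. A side with 2 origins counts in both medians, and levels of different centromeres also carry differences in capture.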

Interestingly, the latter category is the source of the most abundant cenRNAs, and is consistent with properties of ncRNAs for which transcription often initiates in open chromatin region (55,56). Moreover, transcription initiation can also span hundreds of bases, suggesting that most cenRNAs lack a clearly defined promoter-like region and are likely products of pervasive transcription. Given this heterogeneity, the unique genomic context of each CEN likely dictates its transcriptional activity rather than depending on specific transcription factors. Indeed, while many putative binding sites for transcription factors are found in the vicinity of cenRNAs’ TSSs, none is present at all CENs and deletion of one candidate did not impair cenRNA levels (data not shown), leaving that possibility open but uncertain.

**Table 1.** Origin of transcription of (peri)cenRNAs. Classification of the transcriptional origin of (peri)cenRNAs for both strands, entering the CEN either through the CDEI element (CDEI-Ent) or through the CDEIII element (CDEIII-Ent), relative to their genomic environment. The most abundant isoform for each (peri)cenRNAs, as shown in Supplemental Figure S4C, is underlined. Convergent neighboring genes can have their transcription reading through the centromere and/or have their transcription termination site utilized as a transcription start site. A schematic of the four types of transcription initiation is shown at the top. NDR, Nucleosome Depleted Region.

				
Centromere	Readthrough from neighboring gene (1)	Adjacent NDR -Promoter or termination site of neighboring gene (2)	Intergenic (3)	Antisense of neighboring gene (4)
**I**		CDEIII-Ent		CDEI-Ent
**II**	CDEIII-Ent	CDEI-Ent		
		CDEIII-Ent		
**III**	CDEI-Ent		CDEIII-Ent	
**IV**	CDEI-Ent	CDEIII-Ent		
	CDEIII-En**t**			
**V**			CDEI-Ent	
			CDEIII-Ent	
**VI**	CDEI-Ent	CDEIII-Ent		
**VII**	CDEI-Ent	CDEIII-Ent		
**VIII**	CDEIII-Ent	CDEIII-Ent		CDEI-Ent
**IX**	CDEI-Ent			
	CDEIII-Ent			
**X**	CDEIII-Ent	CDEI-Ent		
		CDEIII-Ent		
**XI**	CDEI-Ent	CDEI-Ent		
		CDEIII-Ent		
**XII**		CDEI-Ent		
		CDEIII-Ent		
**XIII**	CDEI-Ent	CDEIII-Ent		
**XIV**	CDEI-Ent	CDEIII-Ent		
**XV**		CDEIII-Ent		CDEI-Ent
**XVI**	CDEI-Ent			CDEIII-Ent

### Centromeres are protected from pericentromeric transcription in G1

We next analyzed global transcription at all centromeres and their vicinity by plotting the median number of reads across all 16 of them (Figure 2C). Surprisingly, in G1, most chromosomes display pericentromeric transcription (periCEN) converging towards the centromere that primarily stops within 50 bp of the centromere border (Figure 2C, filled line). 

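In the captured WT G1 libraries 25 sides had at least 10 periCEN reads, and on 17 of them fewer than 10% of these reads entered the centromere. At CEN7 CDEI, 221 of 34062 periCEN reads entered it (0.652% ± 0.323, SD, n = 2), and at CEN6 CDEI 75 of 8528 (1.04% ± 0.472). At CEN14 CDEI 1 of 3649 reads entered it. CEN14 lies on chromosome XIV of sacCer3 from 628758 to 628875, and DOM34, a gene of ribosome rescue, is transcribed toward its CDEI border and ends 141 bp from it. Of the other sides, CEN7 CDEIII stood apart with 149 of 229 reads (66.5% ± 8.80), the only side above 50%.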

Only a small fraction is able to readthrough the CEN where it usually terminates after ∼10–20 bp (Figure 2C, filled line). Indeed, only 1.6% of periCEN reads enter the CEN (Supplemental Figure S3B), consistent with data showing that RNA PolII pauses near the CDEI border and within the CDEIII element in logarithmically grown cells (52). 

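Over all sides together, 1.60% ± 0.0387 of the periCEN reads of the captured WT G1 libraries entered a centromere (SD, n = 2). By element, 0.762% ± 0.00195 of the reads arriving at CDEI entered it and 11.8% ± 0.186 of those arriving at CDEIII. Without CEN7 the pooled share was 2.95%, and by element 1.42% ± 1.22 at CDEI and 8.34% ± 1.28 at CDEIII.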

As shown in Figure 2C, both DNA strands are transcribed. We next looked at the prevalence of each transcription orientation, either entry into the centromere through the CDEI or the CDEIII element. 

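In WT G1, 56.0% ± 1.17 of the cenRNA reads entered through CDEIII (SD, n = 2), and 67.6% ± 16.0 without CEN7. CDEIII gave more cenRNA reads than CDEI at 12 of the 16 centromeres. CEN3 had 48 cenRNA reads through CDEIII and 1 through CDEI, CEN9 41 and 3, CEN1 28 and 0, and CEN6 111 and 75. CDEI gave more at CEN7, with 221 reads against 149, at CEN10, with 56 against 28, at CEN8, with 3 against 0, and at CEN14, with 1 against 0. At the 10 centromeres with at least 10 periCEN reads on both sides, the median share of periCEN reads that entered was 10.7% through CDEIII and 0.838% through CDEI. The median difference within a centromere was 5.32 percentage points, higher through CDEIII at 6 of 10. The mean difference did not pass a two-sided exact sign-flip permutation test (p = 0.0977). All sign-flip tests given here and below are of the mean difference. With at least 1 read per side the 16 centromeres had a median difference of 9.09 points, higher through CDEIII at 12 (exact permutation test, p = 0.00317).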

During G1, most cenRNAs enter through the CDEIII element (except for *CEN8*) (Supplemental Figure S4A and B), suggesting that the CDEIII border is more permissive to the transcription machinery than the CDEI element (52). During S phase, global pericentromeric transcription increases but most importantly, a higher proportion of this transcription enters the CEN (Figure 2C, dotted lines, 2D and Supplemental Figure S3B). Indeed, the median of the proportion of periCEN transcripts entering the CEN is ∼67% in S phase compared to 6% in G1 (Figure 2D). 

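Relative to all periCEN reads, 9 of the 32 sides had more periCEN reads in WT S than in WT G1 and 1 had fewer (edgeR). CEN15 CDEI changed most, with 667 reads against 10 (48.3-fold, log2 fold change 5.53, standard error 0.69). CEN3 CDEI had 55 against 3 (a ratio of 13.3, counting interval 4.31 to 66.3) and CEN8 CDEI 483 against 37 (9.45-fold). These counts include the entering reads, which in WT S numbered 641 at CEN15 CDEI, 54 at CEN3 CDEI and 453 at CEN8 CDEI. In WT G1 they numbered 1, 1 and 3. On these sides most of the WT S reads thus entered the CEN, and reads that stop before it were not tested alone. CEN11 CDEIII fell, with a log2 fold change of -1.64, and CEN16 CDEI at -1.11 and CEN13 CDEI at -1.0 did not pass. CEN7 CDEI, with most periCEN reads in both phases, had a log2 fold change of -0.13. The share of all periCEN reads that entered a centromere was 15.7% and 13.8% in the 2 S phase libraries. With TMM 2 sides were higher and 1 lower, with the median of ratios 6 and 6, and with CEN7 left out of the library sizes 2 and 0. Without WT G1 replicate 1, 1 side changed, and without WT S replicate 1, 6 did. Of the 8 fits that leave out 1 library, those without cbf1Δ S replicate 1 or 2 called a lower side and the others did not.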

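The median share of periCEN reads that entered the centromere was 57.1% in WT S (quartiles 20.8 and 86.0) and 4.55% in WT G1 (0.0504 and 14.3), over the 25 sides with at least 10 periCEN reads in both phases. The share was higher in S phase on each of these 25 sides, with a median difference of 49.6 percentage points (two-sided sign-flip permutation test over sides, p = 1e-05, the smallest it can give). The largest differences were those of CEN1 CDEI, with 0 of 13 reads in G1 (Wilson 95% upper limit 22.8%) and 96.0% ± 2.00 in S phase (SD, n = 2), CEN15 CDEI, at 7.14% ± 10.1 and 96.2% ± 3.63, and CEN8 CDEI, at 11.6% ± 7.22 and 93.9% ± 6.21. CEN8 CDEIII had 0 of 37 reads (upper limit 9.41%) and 58.0% ± 15.5, and CEN10 CDEI 17.2% ± 1.93 and 94.5% ± 4.77. CEN7 CDEI reached 6.82% ± 2.66 in S phase. The smallest differences were those of CEN9 CDEIII, at 4.53% ± 1.30 and 4.94% ± 0.839, of CEN13 CDEI, at 0 of 458 reads (upper limit 0.832%) and 1.59% ± 0.288, and of CEN6 CDEI, which reached 4.24% ± 0.479. The 32 sides with at least 1 read in both phases had medians of 67.4% and 5.84%. Without WT G1 replicate 2 the G1 median was 0.980% over 21 sides. With entering reads divided by the sum of entering and 50 bp reads the S phase median was 35.3%, but this denominator counts the entering reads again.

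**Figure D3:**
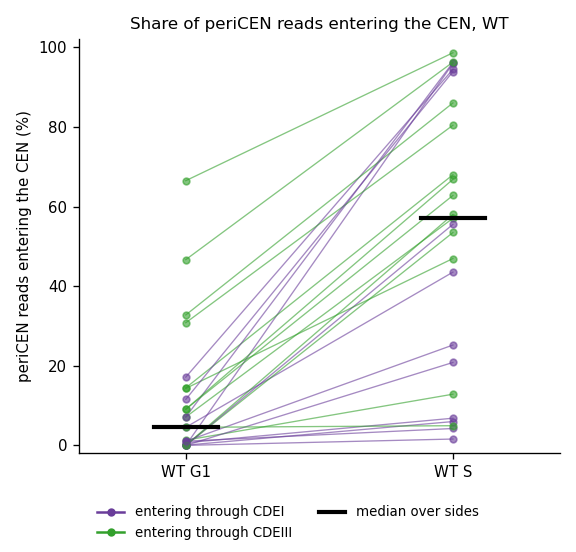
Share of periCEN reads that enter the CEN (y axis, %) on the 25 sides with at least 10 periCEN reads in WT G1 and WT S. Each line joins a side (mean of 2 libraries), purple for CDEI and green for CDEIII, and black bars are the medians, 4.55% in G1 and 57.1% in S phase.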

Interestingly, kinetochores are transiently disassembled during S phase (33) and the active passage of the replication fork was shown to be required for cenRNA production (9). This suggests that kinetochores likely represent a physical barrier to the transcription machinery that is partially alleviated during DNA replication (29). 

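In WT cells, 15 of the 16 CDEI sides and 15 of the 16 CDEIII sides had more cenRNA reads in S phase than in G1 (edgeR), with median log2 fold changes of 5.02 and 2.78. Measured against the other sides, with TMM and with the median of ratios, 4 CDEI sides were higher and 1 CDEIII side lower, with medians of 4.55 and 2.13 for CDEI and 0.04 and -0.32 for CDEIII. Of the reads arriving at CDEI, 10.5% ± 0.479 entered in S phase (SD, n = 2), and of those arriving at CDEIII 60.6% ± 5.44. Without CEN7 these shares were 18.9% ± 6.44 and 47.6% ± 10.7. Side by side in S phase, the median share was 55.5% over 15 CDEI sides and 67.4% over 16 CDEIII sides, whereas the median difference within a centromere, CDEIII minus CDEI, was -12.0 percentage points over 15 centromeres (two-sided exact sign-flip permutation test, p = 0.399). The 2 medians and the paired difference differ in sign, and whether the rise from G1 to S phase differed between the strands was not tested.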

Increased CEN accessibility affects transcription on both strands similarly (Supplemental Figure S4A and B). However, each individual centromere appears to have a preferential direction of transcription (Supplemental Figure S4C). This preference is maintained for most CENs regardless of whether transcription partially or completely covers the CEN sequence (Supplemental Figure S4D). Nonetheless, despite increased CEN accessibility, transcription tends to terminate primarily along the CDEII element (Figure 2C), suggesting that specific cues, like the CENP-A^Cse4^ nucleosome and/or specific DNA elements embedded in CDEII element, may promote transcription termination. 

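In WT S, 8 centromeres had more cenRNA reads through CDEI and 8 through CDEIII. CEN15 had 641 reads through CDEI and 39 through CDEIII, and CEN10 1451 and 244. The opposite held at CEN5, with 29 through CDEI and 376 through CDEIII, and at CEN3, with 54 and 311. CEN6, with 515 and 572, and CEN2, with 27 and 23, were nearly even, and at both the 2 replicates had different major sides. The major side was the same in WT G1 and WT S at 12 of the 16 centromeres, the exceptions being CEN2, CEN9, CEN12 and CEN15.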

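Of the 15 centromeres with full-CEN reads on unequal sides in WT S, 10 had the same major side for cenRNA reads and for full-CEN reads. At CEN15 all 481 full-CEN reads came through CDEI, and at CEN5 72 of 75 and at CEN16 all 32 came through CDEIII, the major side of each. The major side differed at CEN1, CEN2, CEN7, CEN10 and CEN12. Without WT S replicate 2 it was the same at 7 of 15. CEN7 had 2929 cenRNA reads through CDEI and 1586 through CDEIII but 6 and 1126 full-CEN reads, and CEN10 had 10 full-CEN reads through CDEI and 86 through CDEIII.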

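The part of the cenRNA reads that went on to cover the full centromere in WT S differed between sides. It was 71.0% at CEN7 CDEIII, 75.0% at CEN15 CDEI and 96.3% at CEN13 CDEIII (26 of 27 reads). At CEN6 CDEI it was 0.583% (3 of 515 reads), at CEN7 CDEI 0.205% and at CEN10 CDEI 0.689%. The median over centromeres was 17.6%. The counts tell whether a read entered or covered the centromere, not where within it the read ended. From the transient disassembly of kinetochores in S phase and the need for replication fork passage in cenRNA production, both cited from earlier work, the paper proposes that kinetochores are likely a physical barrier to transcription that is relieved in part during replication. From the reads that end along CDEII it proposes that the nucleosome or the sequence there may promote termination.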

The Iso-Seq profiles of *CEN1* and *CEN8* are shown in Figure 2E as representative examples of these various features (see Supplemental Figure S5 for all 16 CENs). We validated these data by qPCR at both *CEN4* and *CEN5*, using specific sets of primers to amplify periCEN or CEN-entering transcripts (cenRNA) (Supplemental Figure S6).

Overall, our Iso-Seq data revealed a previously uncharacterized transcriptional landscape around centromeres. 

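Each of the 16 centromeres had periCEN reads in both WT G1 and both WT S libraries. In G1, 25 of the 32 sides had at least 10 such reads over the 2 captured libraries, and in S phase 31. The fewest in G1 were 3 reads at CEN3 CDEI and 4 each at CEN4 CDEI and CEN13 CDEIII. In S phase CEN4 CDEI had the fewest, 6 reads.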

Most pericentromeres are likely transcribed during the whole cell cycle and terminate in the close vicinity of centromeres. It is only during S phase that centromeres become more accessible, and pericentromeric transcripts leak through and become cenRNAs, suggesting that specific factors might be involved in the control of centromere accessibility during the cell cycle.

### Cbf1 represses (peri)CEN expression outside of S phase

Because of its direct binding to the CDEI element and its repressive role in CEN transcription, Cbf1 is a good candidate to regulate CEN accessibility during the cell cycle (9,25,31). To test this hypothesis, we performed hybridization capture Iso-Seq in *cbf1Δ* cells at G1 and S phase. 

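The captured cbf1Δ libraries held 30842 and 41490 periCEN reads in G1 (replicates 1 and 2) and 39799 and 32714 in S phase, and the input libraries 33 and 31 in G1 and 18 and 38 in S phase. CEN7 CDEI gave 55.4% and 57.4% of the captured reads in G1 and 54.4% and 60.4% in S phase. cbf1Δ cells lack Cbf1, the protein that binds CDEI, and were grown, arrested, captured and sequenced as the WT cells, with 2 replicates per time point. The counts cover centromere sides only, so the deleted gene itself was not measured here. All 8 captured libraries of both genotypes entered 1 edgeR model with a mean per group and a shared estimate of the spread. Between replicates, the cenRNA counts of the 32 sides had an r² of 0.990 in G1 (95% interval 0.980 to 0.995) and 0.987 in S phase (0.973 to 0.994), and the periCEN counts 0.989 and 0.992. Without CEN7 CDEI the r² of the cenRNA counts was 0.875 in G1 and 0.847 in S phase. CEN8 CDEI had 148 and 421 cenRNA reads in G1, CEN10 CDEI 999 and 2633, and CEN14 CDEI 1173 and 294 in S phase.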

Consistent with previous observations of increased cenRNA expression in *cbf1Δ* cells (9,31), total sequenced cenRNA reads were increased by 46-fold and 5-fold in *cbf1Δ* G1 and S phase cells respectively, compared to WT (Figure 3A). 

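The captured cbf1Δ libraries held 18877 and 25771 cenRNA reads in G1 (22324 ± 4875, SD, n = 2), 54.1-fold more than WT G1. In S phase they held 24874 and 21335 (23105 ± 2502), 4.40-fold more than WT S. Per 1000 periCEN reads the folds were 38.5 and 4.33. CEN7 gave 66.9% of the cbf1Δ cenRNA reads in G1 and 62.2% in S phase, and without it the folds were 32.5 and 2.92. Both cbf1Δ libraries lay above both WT libraries in each phase.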

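In G1 each of the 16 centromeres had more cenRNA reads in both captured cbf1Δ libraries than in both WT libraries. In S phase 11 did, the libraries overlapped at CEN2, CEN3, CEN8, CEN15 and CEN16, and the mean was higher in cbf1Δ at 15, all but CEN15. For 2 libraries against 2, chance gives such a separation in 16.7% of centromeres. By side in G1, CEN14 CDEI changed most, with 1036 cenRNA reads in cbf1Δ and 1 in WT (a ratio of 737 per 1000 periCEN reads, counting interval 132 to 29132). CEN1 CDEI had 109 reads against 0 (at least 25.8-fold higher) and CEN5 CDEI 80 against 0 (at least 19.0-fold higher). CEN7 CDEI had 25472 against 221 (82.0-fold, log2 fold change 6.39, standard error 0.68), CEN6 CDEI 4642 against 75 (44.0-fold) and CEN4 CDEIII 415 against 11 (26.8-fold). CEN9 CDEIII fell, with 13 reads against 41 (log2 fold change -2.05, standard error 0.77, adjusted p = 0.0102 by edgeR), and the smallest rises were those of CEN5 CDEIII (1.79) and CEN16 CDEIII (2.02). In total, 30 sides were higher and 1 lower (edgeR), and only CEN13 CDEIII did not pass (adjusted p = 0.0649). TMM and the median of ratios, which measure each side against the others, each gave 4 higher and 2 lower, with the median log2 fold change at 1.1 and 0.34 in place of 4.83 and the direction turned on 9 and 11 sides. CEN9 CDEIII was no longer called lower without WT G1 replicate 1, which holds 34 of its 41 WT reads. In S phase 7 sides were higher and 0 lower by edgeR (11 at an unadjusted p under 0.05), and by DESeq2 6 and 0. CEN7 CDEI had 25876 cenRNA reads against 2929 (8.66-fold, log2 fold change 3.13, standard error 0.58, adjusted p = 4.82e-06 by edgeR) and CEN6 CDEI 4427 against 515 (8.43-fold). The others were the CDEI sides of CEN4, CEN10, CEN13 and CEN14 and CEN11 CDEIII, at 1.82 to 2.10. CEN8 CDEI had a log2 fold change of -0.05 and CEN1 CDEI of 0.25, and the lowest were CEN9 CDEIII (-0.79), CEN2 CDEI (-0.68) and CEN14 CDEIII (-0.22), none of which passed. With TMM 1 side was higher and 1 lower and with the median of ratios 2 and 0, with median log2 fold changes of -0.33 and -0.08 in place of 0.88 and the direction turned on 14 and 11 sides. The count of higher sides was 3 without cbf1Δ S replicate 1, without WT S replicate 1 or without WT S replicate 2.

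**Figure D4:**
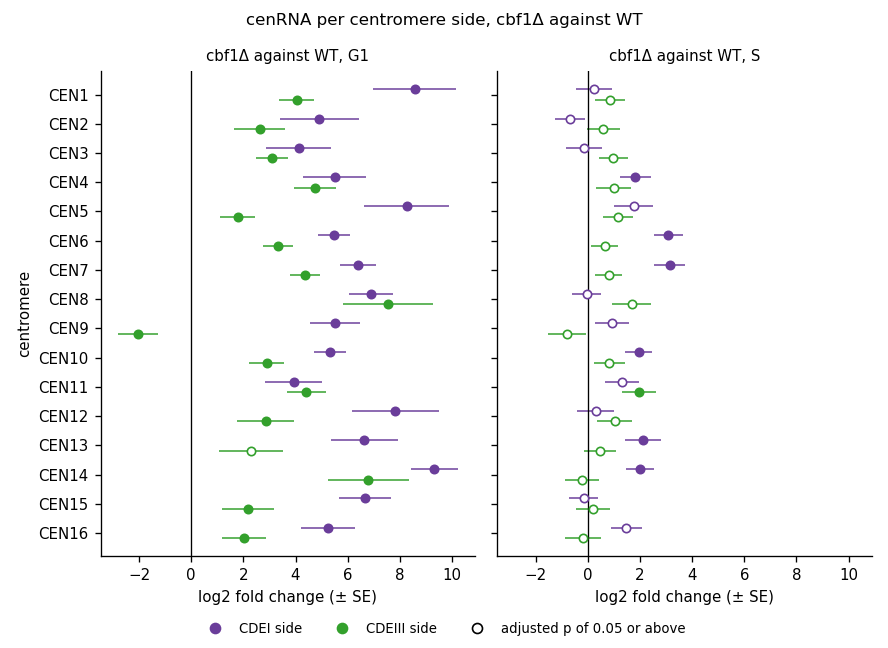
log2 fold change of cenRNA reads, cbf1Δ against WT (edgeR), for each of the 32 sides in G1 and in S phase. Bars are standard errors, purple is CDEI and green CDEIII, and open symbols are sides with an adjusted p of 0.05 or more. CEN7 CDEI is at 6.39 in G1 and 3.13 in S phase, and CEN9 CDEIII at -2.05 and -0.79.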

All 16 centromeres showed an upregulation of transcription in G1 and S phase, although levels varied widely between chromosomes suggesting centromere-specific effects of Cbf1 loss on transcription (Figure 3B and Supplemental Figure S7A), although we cannot exclude hybridization capture variances across samples. Interestingly, the transcription profile of *cbf1Δ* G1 cells was more reminiscent of WT S phase cells than that of WT G1 cells (Supplemental Figure S7A), suggesting that Cbf1 loss could mimic a constitutive S phase transcriptional behavior at centromeres. However, additional mechanisms might be at play during S phase to promote CEN transcription as cenRNAs levels were even higher in *cbf1Δ* cells.

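Over the 32 sides, the log2 cenRNA level of cbf1Δ G1 had a Pearson r of 0.893 (Spearman 0.893) with that of WT S and of 0.793 (Spearman 0.669) with that of WT G1. The median absolute log2 difference per side was 0.99 from WT S and 2.98 from WT G1, and the share of periCEN reads that entered differed by a median of 12.3 percentage points from WT S and 45.5 from WT G1. CEN8 CDEIII entered at 59.0% ± 12.7 in cbf1Δ G1 (SD, n = 2), close to its WT S share, as was CEN3 CDEIII, at 86.2% ± 6.89. CEN7 CDEI, at 62.5% ± 1.47, CEN6 CDEI, at 41.0% ± 4.46, and CEN14 CDEI, at 39.8% ± 10.2, lay far above WT S, where CEN14 CDEI had 5.99% ± 2.80. CEN9 CDEIII stayed low, at 2.47% ± 0.321. The medians were 70.6% in cbf1Δ G1 and 66.8% in WT S over 31 sides, with a median difference of 0.95 percentage points (two-sided permutation test, p = 0.445). That difference was -3.87 without WT S replicate 1 (permutation p = 0.469) and 5.39 without WT S replicate 2 (permutation p = 0.0169). The correlations are across sides, which are not independent replicates, and the difference between them was not tested. WT G1 held only 825 cenRNA reads, with a median of 13 per centromere, and counting noise at such depth can by itself lower its correlation. From the profile of cbf1Δ G1 cells, closer to WT S than to WT G1, the paper proposes that loss of Cbf1 could mimic a constitutive S phase behavior of transcription at centromeres.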

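In S phase the median share of periCEN reads that entered was 78.5% in cbf1Δ and 66.8% in WT over 31 sides. It was higher in cbf1Δ on 28 of them, with a median difference of 8.95 percentage points (two-sided sign-flip permutation test, p = 1e-05, the smallest it can give). Without WT S replicate 1 the median difference was 0.309 points, higher on 16 of 30 sides. Within cbf1Δ cells the median was 83.6% in S phase and 70.7% in G1 over the 32 sides, higher in S phase on 27, with a median difference of 5.25 points (permutation p = 1e-05). CEN5 CDEIII had 883 cenRNA reads in cbf1Δ S and 82 in cbf1Δ G1 (log2 fold change 3.31), CEN15 CDEI 597 and 166 (1.77), and CEN13 CDEIII 38 and 8 (2.24). These 3 sides were the ones called higher in S phase by edgeR. At the level of centromeres, 6 had more cenRNA reads in both S phase libraries than in both G1 libraries, 2 (CEN4 and CEN6) had fewer and 8 overlapped.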

**Figure 3.**

Cbf1 negatively regulates cenRNA expression and promotes transcription termination at the CEN border in G1. (**A**) Total number of normalized cenRNA read counts measured in counts per thousand (CPT) after hybridization capture enrichment. (**B**) Distribution of normalized cenRNA read counts per chromosome. (**C**) Aggregate plot of median read count around centromeres. All 16 centromeres, regardless of the strand of origin, have been aligned at the beginning of the CDEI element (top plot) or the beginning of the CDEIII element (bottom plot). The 5′–3′ direction is indicated by a purple arrow for reads converging toward the CDEI element and a green arrow for reads converging towards the CDEIII element. The structure of the centromere is schematically shown on the top. (**D**) Distribution of the proportion of pericenRNA reads that enter the CEN. Each centromere is represented by two dots, for reads coming from each strand. Median plus interquartile range is displayed in black. *P*-values determined by a paired Wilcoxon test (****P < 0.0001). (**E**) Example of Iso-Seq profiles at *CEN1* and *CEN8* in G1 for WT and *cbf1Δ* cells. Position of centromere boundaries is shown by the vertical grey dotted lines. Reads coming from the (+) strand are shown in purple while reads coming from the (–) strand are shown in green. The y-axis represents the maximum CPT. All WT data are copied from Figure 2 and shown for comparison purposes.

Although the transcription initiation and termination sites of (peri)cenRNAs do not change much between WT and *cbf1Δ* cells (Supplemental Figure S5), the expression levels of these transcripts and the ratio of cenRNA to (peri)cenRNAs vary greatly. 

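The mean length of the reads entering each centromere was similar in the 2 genotypes in S phase. Its median over the 32 sides was 495 nt in cbf1Δ and 499 nt in WT, with a median difference per side of -11.5 nt and longer reads in cbf1Δ on 11 sides (two-sided permutation test, p = 0.215). Without cbf1Δ S replicate 1 the difference was -47.2 nt (permutation p = 0.00108), and without WT S replicate 1 it was 7.00 nt (p = 0.970). Length alone does not place the start and the end of a read.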

Overall, transcription initiated in the pericentromere is increased in G1 in *cbf1Δ* cells compared to G1 WT cells (Figure 3C), although a subset of pericentromeres remains unaffected by Cbf1 loss (Supplemental Figures S5 and S7B). This suggests that Cbf1 directly or indirectly controls transcription initiation of most but not all centromeres. 

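In G1, 9 of the 32 sides had more periCEN reads in cbf1Δ than in WT relative to all periCEN reads, 6 of them on CDEI and 3 on CDEIII. CEN7 CDEIII changed most, with 4421 reads against 229 (13.7-fold, log2 fold change 3.73, adjusted p = 0.00100 by edgeR). CEN15 CDEI had 172 against 10 (12.2-fold) and CEN8 CDEI 598 against 37 (11.5-fold), and CEN4 CDEIII was 3.14-fold higher. Entering reads are included, and in cbf1Δ they numbered 4391 at CEN7 CDEIII, 166 at CEN15 CDEI and 569 at CEN8 CDEI. In WT they numbered 149, 1 and 3. On these sides most of the cbf1Δ reads thus entered the CEN, and reads that stop before it were not tested alone. The other 23 sides did not pass. CEN7 CDEI had a log2 fold change of -0.25, CEN6 CDEI of 0.01 and CEN5 CDEIII of 0.04, and the lowest were CEN9 CDEIII (-1.02), CEN14 CDEI (-0.89) and CEN13 CDEI (-0.70). By edgeR and by DESeq2 0 sides were lower, and 11 sides had an unadjusted p under 0.05 by edgeR. With TMM 2 sides were higher and 0 lower, with the median of ratios 3 and 5, and with CEN7 left out of the library sizes 2 and 0. Without WT G1 replicate 1, 2 sides were higher, and without cbf1Δ G1 replicate 2, 4. In S phase the largest changes were those of CEN10 CDEI (1.90), CEN4 CDEI (1.71) and CEN8 CDEIII (1.56), and the lowest those of CEN2 CDEI (-0.92), CEN14 CDEIII (-0.91) and CEN9 CDEIII (-0.90). There edgeR and DESeq2 called 0 sides (4 and 3 at an unadjusted p under 0.05), and edgeR called 3 without WT G1 replicate 1, as it did without WT G1 replicate 2, and 1 without WT S replicate 2.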

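Of the periCEN reads of the captured G1 libraries, 61.7% ± 0.642 entered a centromere in cbf1Δ (SD, n = 2). CEN7 CDEI alone had 25472 of 40886 reads entering it in cbf1Δ. By side, the median share was 62.5% in cbf1Δ and 4.55% in WT over 25 sides, higher in cbf1Δ on 24, with a median difference of 45.5 percentage points (two-sided sign-flip permutation test, p = 1e-05, the smallest it can give). The largest differences were those of CEN1 CDEI, CEN15 CDEI and CEN8 CDEI, at 91.0% ± 0.412, 96.5% ± 0.463 and 95.5% ± 0.908 in cbf1Δ. CEN9 CDEIII was the exception, and the smallest rises were those of CEN13 CDEI, to 6.84% ± 1.86, and CEN11 CDEI, from 4.55% ± 6.43 to 27.2% ± 11.5. At CEN4 CDEIII the share was 77.7% ± 3.15 in cbf1Δ and 9.08% ± 0.214 in WT, and at CEN5 CDEI 70.6% ± 3.82 and 0 of 66 reads (upper limit 5.50%). Divided by the sum of entering and 50 bp reads, which counts the entering reads again, the pooled share in cbf1Δ was 38.1%. The input libraries, which did not go through capture, had 45 of 64 reads entering a centromere in cbf1Δ G1 (70.3%, Wilson 95% interval 58.2 to 80.1) and 8 of 32 in WT G1 (two-sided Fisher's exact test on the reads, p = 3.15e-05). In S phase they had 37 of 56 in cbf1Δ (66.1%, 53.0 to 77.1) against 18 of 58 in WT (Fisher's exact test, p = 0.000326). CEN7 CDEI carried this difference, with 30 of 41 reads entering in cbf1Δ G1 and 1 of 22 in WT G1, and 19 of 30 and 3 of 33 in S phase (Fisher's exact test, p = 1.04e-07 and p = 1.09e-05). On the other sides together 15 of 23 entered in cbf1Δ G1 and 7 of 10 in WT G1, and 18 of 26 and 15 of 25 in S phase, and no difference was detectable at this depth (Fisher's exact test, p = 1 and p = 0.565). Without full-CEN reads the other sides had 6 of 14 and 1 of 4 in G1 (Fisher's exact test, p = 1) and 8 of 16 and 1 of 11 in S phase (Fisher's exact test, p = 0.0417). These tests compare the pooled reads of 2 libraries with those of 2 others.

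**Figure D5:**
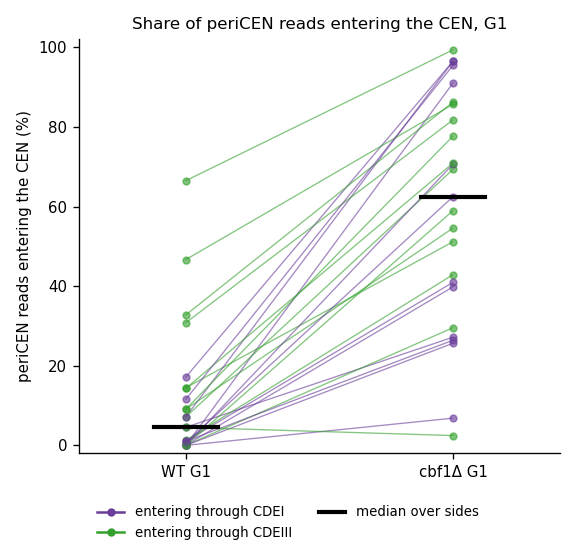
Share of periCEN reads that enter the CEN (y axis, %) on the 25 sides with at least 10 periCEN reads in WT G1 and cbf1Δ G1. Each line joins a side (mean of 2 libraries), purple for CDEI and green for CDEIII, and black bars are the medians, 4.55% in WT and 62.5% in cbf1Δ.

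**Figure D6:**
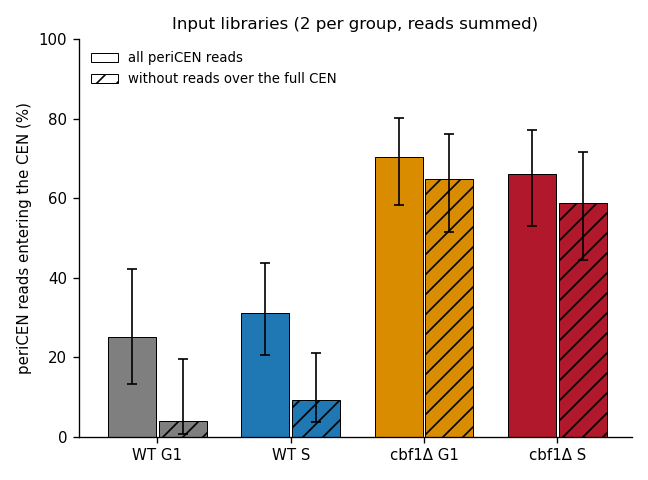
Share of the input reads at or next to centromeres that enter the CEN (y axis, %) in the 4 groups, for all reads and, hatched, without full-CEN reads. Bars pool 2 libraries and error bars are Wilson 95% intervals. With all reads the bars stand at 25.0% and 31.0% in WT G1 and S and at 70.3% and 66.1% in cbf1Δ G1 and S.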

Most importantly, Cbf1 loss drastically increased the accessibility of the centromere to the transcription machinery in G1 (Figure 3C–E) as 60% of periCEN reads entered the CEN by at least 1 bp compared to 1.6% in WT cells (Supplemental Figure S7C). Nonetheless, transcription still tends to terminate within the CDEII element (Figure 3C and E and Supplemental Figure S5), although the proportion of transcripts overlapping the full CEN is increased by 60-fold in G1 in *cbf1Δ* cells compared to WT (Supplemental Figure S7C). 

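Full-CEN reads numbered 2047 and 2030 in the captured cbf1Δ G1 libraries and made up 5.76% ± 1.23 of their periCEN reads (SD, n = 2), 64.6-fold the share in WT G1. CEN7 CDEIII gave 3024 of the 4077 and CEN6 CDEIII 492, while CEN7 CDEI gave 9 of its 25472 cenRNA reads. Among cenRNA reads alone, 9.36% ± 2.10 covered the full centromere in cbf1Δ G1, 1.68-fold the WT G1 share, and without CEN7 7.13% did in cbf1Δ G1 and 6.70% in WT G1. In cbf1Δ S, with 2416 and 1211 full-CEN reads, 7.69% ± 2.85 of the cenRNA reads did, 0.377-fold the WT S share. Without CEN7 it was 8.88% in cbf1Δ S and 17.6% in WT S, and as a median over centromeres 12.8% and 17.6%. Of all periCEN reads, full-CEN reads made up 4.89% ± 1.67 in cbf1Δ S, 1.60-fold the share in WT S.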

Increased CEN accessibility occurs on both DNA strands, although a stronger effect is observed for transcripts entering through the CDEI element, mainly in G1 (Supplemental Figures S7D and S7E). However, the prevalence of one major orientation for each centromere remains overall unaffected (Supplemental Figure S7F). 

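In G1 all 16 CDEI sides had more cenRNA reads in cbf1Δ than in WT (edgeR), with a median log2 fold change of 5.95, and of the 16 CDEIII sides 14 had more and 1 fewer, with a median of 3.00. In S phase 6 CDEI sides and 1 CDEIII side were higher, with medians of 1.39 and 0.81. Measured against the other sides, with TMM and with the median of ratios, 4 CDEI sides were higher and 2 CDEIII sides lower in G1, with medians of 3.70 and 1.56 for CDEI and -0.88 and -1.07 for CDEIII, and in S phase no CDEIII side was called (medians -0.40 and -0.14), while of the CDEI sides 1 was higher and 1 lower with TMM and 2 were higher with the median of ratios (medians 0.22 and 0.47). Of the periCEN reads arriving at CDEI, 59.0% ± 1.53 entered in cbf1Δ G1 and 61.5% ± 2.89 in cbf1Δ S (SD, n = 2), and of those arriving at CDEIII 76.1% ± 3.96 and 81.3% ± 0.366. Without CEN7 these shares were 52.1% ± 7.12 and 59.8% ± 4.76 at CDEI, and 61.1% ± 4.65 and 72.3% ± 0.913 at CDEIII. Within a centromere, the change of the share in G1 was larger through CDEI by a median of 22.3 percentage points, at 7 of the 10 centromeres with enough reads, which did not pass a two-sided exact sign-flip permutation test (p = 0.0957). With at least 1 read per side it was 25.1 points, larger through CDEI at 11 of 16 (p = 0.0114 by the exact test). With entering reads divided by the sum of entering and 50 bp reads it was 10.5 points (p = 0.0273 by the exact test). That denominator counts the entering reads again and compresses the shares, so no conclusion is drawn from it. In S phase the difference was 4.26 points over 15 centromeres (exact test, p = 0.683), -0.104 without WT S replicate 2 and -5.18 without cbf1Δ S replicate 1.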

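The side with most cenRNA reads was the same in WT S and cbf1Δ S at 14 of the 16 centromeres, all but CEN2 and CEN6. At CEN6 the cbf1Δ S libraries had 4427 reads through CDEI and 901 through CDEIII. In G1 it was the same at 11, the exceptions being CEN6, CEN9, CEN12, CEN13 and CEN15, of which CEN12, CEN13 and CEN15 had few reads in WT G1. Over all centromeres, 19.3% ± 1.43 of the cenRNA reads came through CDEIII in cbf1Δ G1 and 14.8% ± 4.35 in cbf1Δ S (SD, n = 2). Without CEN7 these were 28.6% ± 2.93 and 23.1% ± 4.25.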

RT-qPCR analysis on *CEN4* and *CEN5* validated the increased accumulation of (peri)cenRNAs throughout the cell cycle in *cbf1Δ* cells (Supplemental Figure S8).

Taken together, these data highlight a key role of Cbf1 in the regulation of both transcription initiation of (peri)cenRNAs and most of all in the accessibility of the centromere to the transcription machinery. Notably, it strongly suggests that Cbf1 could act as a transcriptional roadblock that physically prevents transcription readthrough (52).

### Cbf1 represses CEN transcription via a roadblock mechanism

We set out to directly test whether Cbf1 has a roadblock activity at centromeres. Because the disruption of Cbf1 binding to DNA has pleiotropic effects at the chromatin and transcriptional level *in vivo*, we designed an *in vitro* approach to specifically test the roadblock activity. To achieve this, we took advantage of a *de novo* kinetochore assembly assay that promotes assembly of kinetochore proteins on a CEN DNA template (44) and combined it with *in vitro* transcription. Because the T7 transcription polymerase is partially sensitive to DNA roadblocks (57), we added the T7 promoter sequence upstream of the CDEI element to drive T7-mediated transcription after kinetochore assembly (Figure 4A). To perform the assay, *CEN3* DNA templates were bound to beads, incubated with yeast lysates to allow kinetochore assembly, and then briefly incubated with restriction enzymes recognizing restriction sites within the CDEII element to cleave off any kinetochore-free DNA. The resulting beads were then incubated with T7 RNA polymerase and the size of the corresponding transcripts was analyzed (Figure 4A). To test the roadblock activity, we mutated the CDEI element to prevent Cbf1 binding or replaced this element with a 10 bp Reb1 recognition motif since the Reb1 protein is a well-characterized roadblock factor (58) (Figure 4B and Supplemental Figure S9A). As a negative control for the assembly assay, we mutated the CDEIII element alone or in combination with the CDEI mutation (Figure 4B). Finally, to control for the *in vitro* transcription step, CEN DNA beads were mixed with 10% of *E. coli* ampC gene DNA coupled to the T7 promoter sequence (Figure 4B). In the absence of endogenous transcription termination machinery, we expected to observe at least three different RNA isoforms in addition to the control ampC RNA, corresponding to a stop at known DNA binding elements: a short isoform corresponding to a stop at the CDEI element, an intermediate isoform corresponding to a stop at the CDEIII element and a long isoform corresponding to the transcription of the full-length template (Figure 4B). While transcription termination was fuzzy at the CEN, as observed in our Iso-Seq data, we were able to clearly detect these three main isoforms (Figure 4C). Interestingly, the CDEIII element acted as a strong roadblock although a fainter but clear blockage occurred at the CDEI element (Figure 4C and zoomed-in inset in Supplemental Figure S9B). This suggests that Cbf1 may have a weak roadblock activity that can be partially bypassed by the T7 RNA (57). Consistent with this hypothesis, the abrogation of Cbf1 binding to the CDEI element (Supplemental Figure S9A) reduced the production of the short isoform by 60%, concomitantly with a similar increase of blockade at CDEIII element (Figure 4C, D). As expected, Reb1 recruitment to the CEN (Supplemental Figure S9A) led to a 2.7-fold increase of the small isoform (Figure 4C and D). Mutation of the CDEIII element alone or in combination with a CDEI mutation impaired overall assembly (Supplemental Figure S9A), led to subsequent DNA cleavage, and weak T7-mediated transcription (Figure 4C and D). Overall, these data are consistent with Cbf1 partially controlling transcription termination at centromeres.

**Figure 4.**

Cbf1 exhibits partial roadblock activity at yeast centromeres *in vitro*. (**A**) Diagram of the combined kinetochore assembly and T7 *in vitro* transcription experiment. First, kinetochores were assembled on the DNA templates presented in (B) and then any kinetochore-free DNA was cleaved by restriction digest. T7 RNA polymerase was added to initiate transcription and the resulting RNA products were purified and analyzed by migration on a TBE-Urea acrylamide gel. Cartoon was created with BioRender.com. (**B**) Schematic of the DNA templates used for the kinetochore assembly assay followed by T7 *in vitro* transcription. The templates include 250 bp from the *E. coli ampC* gene that encodes for β-lactamase (light orange) as an internal control; the 117 bp chromosome III centromere (WT); a mutant *CEN3* (*CDEIm*) containing two point mutations in the CDEI element (black ‘X’) that abrogates Cbf1 binding, a mutant *CEN3* (*CDEI::Reb1-BS*) where the 8bp CDEI element is replaced by the 10bp Reb1 consensus binding site (purple); a mutant *CEN3* (*CDEIIIm*) containing three point mutations in the CDEIII element that abrogates CBF3 complex binding and kinetochore assembly; or a mutant *CEN3* (*CDEI + IIIm*) containing both CDEI and CDEIII point mutations. The three Centromere-Determining Elements (CDEs) are indicated and are flanked by ∼300 bp in 5′ and 70 bp in 3′ of pericentromeric DNA and plasmid backbone (light grey). The DNA templates also contain linker DNA (dark grey) before the biotinylation (dark yellow star) at the 3′ end of the centromere. The CEN template is ∼500 bp. All templates include the 20 bp T7 promoter in 5′ (blue) and the site of transcription initiation is indicated by an arrow. Expected RNA products and associated sizes are indicated by the dashed arrows. (**C**) *In vitro* transcription of CEN DNA after kinetochore assembly. Purified RNA products were separated on a 6% TBE-Urea gel. The major discrete RNA products are indicated by the arrowheads. The band corresponding to the CDEI stop is indicated by a red dot. Sizes are given in nucleotides. Full size gel and negative control where T7 RNA polymerase was omitted is shown in Supplemental Figure S9B. (**D**) Quantification of each major RNA product from (C). Data were first normalized to the ampC signal then to the WT intensity. Error bars represent SD (*n* = 3).

### Restoring roadblock activity at centromere partially rescues CEN activity

Our Iso-Seq data revealed that, while Cbf1 regulates transcription initiation at a subset of centromeres, it mostly controls the access of the centromere to the transcription machinery via a termination roadblock mechanism. To address if transcriptional roadblock is the main activity of Cbf1 at the CDEI element *in vivo*, we tested whether replacing Cbf1 binding by Reb1 binding could restore CEN transcription levels and activity. Using a CRISPR-Cas9 approach, we introduced point mutations in the CDEI element of *CEN8* to either disrupt Cbf1 binding or to replace CDEI by the Reb1 binding site (same mutations used on the DNA template for the assembly assay in Figure 4) (Figure 5A). Additionally, chromosome VIII was marked with a LacO array to follow its segregation by microscopy. We confirmed the specific lack of binding of Cbf1 and/or Reb1 recruitment to *CEN8* by chromatin immunoprecipitation (Supplemental Figure 10). Since the effect of Cbf1 loss on CEN transcription was most pronounced in G1, we synchronized the cells in G1 with α-factor and analyzed their transcriptional levels. As expected, cenRNA8 levels were increased by 5-fold in the CDEI mutant but returned closer to WT levels when Reb1 was targeted at CDEI (Figure 5B), suggesting that targeting Reb1 at centromeres efficiently restores their low transcriptional activity. Moreover, these mutations on *CEN8* did not affect the transcription of another cenRNA (Figure 5B). We next tested if these mutations would impair the centromere activity of chromosome VIII by tracking its segregation during anaphase. Mutation in CDEI element led to a 3-fold increase of chromosome loss whereas Reb1 recruitment partially rescued this loss, consistent with it restoring roadblock function (Figure 5C). In sum, both our *in vitro* and *in vivo* data suggest that Cbf1 directly promotes a strong transcriptional roadblock at centromeres which contributes to the protection of centromere activity.

**Figure 5.**
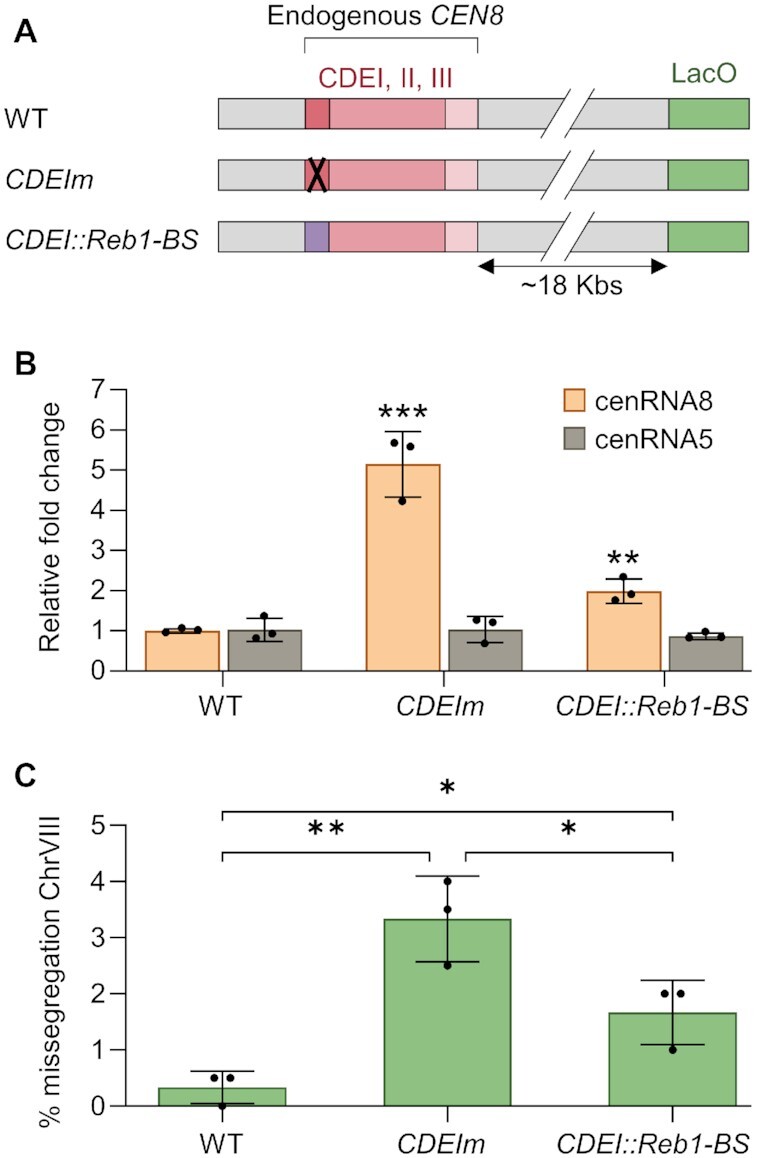
Reb1 recruitment partially restores roadblock activity at centromeres lacking Cbf1. (**A**) Schematic of the mutations introduced on endogenous *CEN8* that is flanked by a LacO array. The mutations on CDEI and the replacement of CDEI by the Reb1 binding motif are identical to those performed on *CEN3* and presented in Figure 4. (**B**) RT-qPCR analysis of cenRNA5 and cenRNA8 expression levels. (**C**) Quantification of chromosome VIII mis-segregation in anaphase (percent of binucleate cells with a fluorescently labeled *CEN8* signal in only one of the two nuclei). Error bars represent SD of three independent experiments; *n* = 200 cells for each experiment. *P*-values for (**B**) and (**C**) were determined using a two-tailed unpaired *t*-test (*P < 0.05; **P < 0.01; ***P < 0.001).

## DISCUSSION

Here, we combined long-read RNA isoform sequencing with a probe-based enrichment of lowly abundant RNA species to identify the complete transcriptional landscape at budding yeast centromeres. Because of their very low abundance, most high throughput sequencing datasets lack yeast cenRNAs and they have only been detected by PCR. This has precluded an understanding of their transcription start and stop sites. We overcame this barrier by using the Iso-Seq method combined with hybridization capture to completely sequence the transcripts from the poly(A) tail to the 5′ cap. This approach allowed for the discovery of a complex mixture of transcripts converging towards the CEN from both directions. While we expected to only detect transcription around centromeres in S phase, we surprisingly found that, in G1, most pericentromeres are transcribed, albeit these transcripts stop before the CEN, making cenRNA species a small subset of the surrounding RNA repertoire. This highlights an intriguing heterogeneity between centromeres which, despite harboring very similar sequences, show different accessibility to the transcription machinery and generate different RNA isoforms of varied abundance, suggesting that distinct mechanisms might be at play to regulate CEN transcription during the cell cycle. Another level of heterogeneity is reflected by the absence of well-defined transcription initiation sites, strongly suggesting that cenRNAs are the result of pervasive transcription. Indeed, the surrounding genomic and chromatin environment, which is unique to each centromere, appears to play a key role in that process. Notably, (peri)CEN transcription initiation often relies on promoter or transcription termination sites of flanking genes (Table 1), as observed for most non-coding RNAs (55,56). Interestingly, a few periCEN transcripts overlap with annotated non-coding RNAs (56). However, we did not observe any correlation between cenRNA levels and neighboring gene expression either in G1 or S phase (59). Additionally, local fluctuation in nucleosome positioning might regulate RNA PolII accessibility and transcription towards the CEN, as observed for cenRNAs whose transcription initiation does not depend on neighboring gene elements. In that regard, the loss of the chromatin remodeler Fun30 alters nucleosome phasing around the CENs and results in increased transcription at *CEN3* (60). Additional chromatin remodelers complexes like RSC, ISW2 and SWN/SNF are enriched at CENs and could play a role in the local regulation of chromatin accessibility to the transcription machinery (61–63). Finally, chromatin composition around CENs may add another level of regulation, as observed with the repressive activity of the CEN-adjacent H2AZ^Htz1^ nucleosome or with nucleosomes harboring specific histone point mutations (9,64).

While most converging transcripts stop before the CENs in G1, we found that they partially read through all CENs in S phase, turning into cenRNAs (9,31). Because cenRNAs derive from pericentromeric transcripts, they share the same initiation sites, which remain unchanged in S phase. Despite increased entry into the CEN in S phase, cenRNAs rarely overlap with the entire CEN and unexpectedly tend to terminate within the CDEII element, suggesting that this AT rich element might intrinsically promote transcription termination. Cryptic non-coding transcription termination is regulated by the NNS complex (Nrd1-Nab3-Sen1) which recruits the alternative polyadenylation TRAMP (Trf4/5-Air2/1-Mtr4-polyadenylation) complex to enhance RNA degradation by the nuclear exosome machinery (65). Intriguingly, the NNS complex has a preferential affinity for AU rich motifs (66) and both Nrd1 and Sen1 have been found enriched at centromeres (67). Moreover, mutants of the TRAMP complex or the nuclear exosome machinery accumulate cenRNAs (68,69). Therefore, while the AT richness of CDEII is an important determinant of centromere identity and function, presumably through the maintenance of CENP-A^Cse4^ assembly and stability, we propose that it may additionally promote transcription termination to prevent the disruptive accumulation of transcriptional readthrough. It is currently unclear whether S phase transcription promotes centromere activity or is merely a by-product of chromatin and kinetochore disassembly during DNA replication (33). Interestingly, transcription facilitates CENP-A deposition and maintenance in other eukaryotes (13,17,70). Although yeast kinetochores can assemble *de novo in vitro* in the absence of ongoing transcription, we hypothesize that transcription might facilitate their assembly *in vivo* by opening chromatin to allow CENP-A^Cse4^ deposition or by forming R-loops that have recently been implicated in recruiting kinetochore proteins (71). However, this hypothesis is difficult to test in yeast due to the fast kinetics of assembly (72,73). Nonetheless, our characterization of the centromere transcriptional landscape provides a strong foundation to address these questions in the future.

Altogether, our Iso-Seq data show that the accessibility of the centromere to the transcription machinery is tightly controlled outside of S phase to prevent transcription readthrough. This is consistent with previous proposals that a transcriptional roadblock activity is exerted at centromeres and with data showing that high levels of transcription disrupt kinetochore function (29,30,52,74). Indeed, we found that the transcription factor Cbf1 exerts roadblock activity. Although cenRNA levels are increased in the absence of Cbf1 (9,31), we found its major effect is through the accessibility of the centromere to transcription rather than through the upregulation of total (peri)cenRNA levels. We confirmed this activity *in vitro*, using a reconstituted kinetochore assembly system. Interestingly, despite only binding the CDEI element, Cbf1 regulates CEN accessibility from both the CDEI and CDEIII sides *in vivo*. It is believed that the interaction between Cbf1 and the CBF3 complex stabilizes the Cse4 nucleosome (75,76), so it is likely that Cbf1 loss affects the structural stability of the kinetochore, rendering it vulnerable to the transcription machinery from both directions. To test if transcriptional roadblock is the main activity of Cbf1 at centromeres, we replaced an endogenous CDEI element with the consensus binding sequence of Reb1, a known roadblock termination factor (58). Reb1 recruitment partially rescued both cenRNA levels and the rate of chromosome loss compared to a CDEI mutant, consistent with roadblock activity. Future work should also address whether Cbf1 performs a similar transcriptional roadblock activity at other genomic loci and/or more broadly regulates non-coding transcription. Interestingly, the partial suppression suggests that Cbf1 may also have additional uncharacterized activities at the centromere.

In sum, our study provides the first global analysis of the transcriptional landscape at yeast centromeres, highlighting an unexpected diversity of (peri)cenRNA molecules as well as a novel mechanism regulating centromere accessibility to the transcription machinery. Moreover, we describe a direct transcriptional roadblock activity of Cbf1 at centromeres. Interestingly, a Reb1 binding motif replaces the Cbf1 binding motif at the CDEI element of *sensu lato* saccharomycetes point centromeres (77). Therefore, transcriptional roadblock may be an evolutionary conserved feature of point centromeres to preserve them from detrimental unscheduled transcription. Although Cbf1 binding to centromeres is not conserved, recent studies in human cells reported that the CENP-B DNA binding protein negatively regulates CEN transcription (78,79). An intriguing possibility is that CENP-B provides roadblock function at human centromeres. In the future, it will be interesting to determine if the transcriptional roadblock activity is an evolutionary conserved feature of centromeres that maintains low levels of transcription to promote proper centromere activity.

## DATA AVAILABILITY

Polyadenylation datasets were obtained from (51) under number SRA012232. All sequencing datasets generated in this study have been deposited at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), accession number GSE189063.

## Supplementary Material

gkac117_Supplemental_Files

# Supplementary material for: A transcriptional roadblock protects yeast centromeres
**Source:** Nucleic Acids Res. 2022 Mar 7;50(14):7801–15. doi: 10.1093/nar/gkac117
**Supplement:** gkac117_Supplemental_Files

## SUPPLEMENTARY MATERIAL

### A transcriptional roadblock protects yeast centromeres

Sabrine Hedouin, Glennis A. Logsdon, Jason G. Underwood and Sue Biggins

#### Supplemental Material and Methods

#### Supplemental Table legends

#### Supplemental Figures S1-S10

#### Supplemental note and figure

#### Supplemental references

## Supplemental Material and Methods

### Immunological methods

To validate the kinetochore assembly assay and the effect of the mutations introduced into the various DNA templates, proteins were eluted from the beads in sample buffer and separated by SDS-PAGE. Proteins were transferred to a nitrocellulose membrane (BioRad, #1620115) and standard immunoblotting was performed. Primary antibodies were used as follows:  $\alpha$ -Ndc10 (OD1) 1:5,000 was a generous gift from Arshad Desai;  $\alpha$ -Cse4 (9536) 1:5,000 (1);  $\alpha$ -Flag (M2, Sigma, #F3165) 1:3,000 ; and  $\alpha$ -Myc (9E10, BioLegend, #626802) 1:10,000. HRP conjugated secondary antibodies (GE Healthcare, #NA931 for  $\alpha$ -mouse and #NA934 for  $\alpha$ -rabbit, both 1:10,000 dilution) were detected with Pierce SuperSignal West Dura enhanced chemiluminescent (ECL) substrate (ThermoFisher Scientific, #PI-34076).

### Chromatin Immunoprecipitation

Chromatin precipitation was performed as described in (2). Briefly, cells expressing Cbf1-Flag and Reb1-Myc in addition to *CEN8* mutations (SBY20916 for WT *CEN8*, SBY20917 for *CDEIm*, SBY20918 for *CDEI::Reb1-BS*, and SBY6456 as an untagged control) were cross-linked for 15 min with 1 % formaldehyde and quenched with 0.125 mM glycine for 5 min at room temperature. Whole-cell lysates were prepared in ChIP lysis buffer (50 mM Hepes-KOH, pH 7.6; 150 mM NaCl; 1 mM EDTA, pH 8.0; 1 % Triton X-100, and 0.1 % sodium deoxycholate) by glass bead beating and sonication to shear the genomic DNA to an average size of 300-500 bp. Immunoprecipitation was performed using ~1.4 mg of chromatin and 20  $\mu$ L of pre-conjugated protein G Dynabeads (ThermoFisher) to 5  $\mu$ g of either anti-Flag antibody (M2, Sigma, #F3161) or anti-Myc antibody (9E10, ThermoFisher, #132500). After binding, beads were washed as follows: 2 washes with ChIP lysis buffer, 1 wash with ChIP lysis buffer supplemented with 500 mM NaCl, 1 wash with ChIP wash buffer (10 mM Tris-HCl, pH 8.0; 0.25 M LiCl; 0.5% NP-40; 0.5 % sodium deoxycholate, and 1 mM EDTA, pH 8.0), and 1 wash with TE buffer (10 mM Tris-HCl, pH 8.0, and 1 mM EDTA). Protein-DNA complexes were eluted in 2X Stop buffer (20 mM Tris-HCl, pH 8.0; 100 mM NaCl; 20 mM EDTA, pH 8.0, and 1% SDS) and cross-links were reversed overnight at 65 °C. Eluates were incubated with 4  $\mu$ g of RNase A/T1 mix (ThermoFisher, #EN0551) for 1 hr at 37 °C, then with 4 U of Proteinase K (NEB, #P8107S) for 3 hr at 37 °C. DNA was recovered by phenol chloroform extraction and ethanol precipitation. qPCR was performed using Forget-Me-Not EvaGreen qPCR Master Mix (Biotium, #31045) with primers listed in Supplemental Table S3. qPCR was performed using a Quantstudio™ 5 Real-Time PCR System (Applied Biosystem). Primer efficiency of each primer pair was evaluated by standard curves with 10-fold serial dilutions of gDNA and is specified in Supplemental Table S3. The percentage of inputs was calculated using the  $\Delta\Delta C_t$  method.

## SUPPLEMENTAL TABLE LEGENDS

Supplemental Table S1. List of yeast strains used in this study. Relevant genotypes of the *Saccharomyces cerevisiae* strains used are listed along with the strain number to reference. All strains are isogenic with W303.

Supplemental Table S2. List of plasmids used in this study. Relevant genes and origins of the plasmids used are listed along with the strain number to reference.

Supplemental Table S3. List of primers used in this study. The sequence and purpose of each primer used is listed.

Supplemental Table S4. List of probes used for hybridization capture. The sequence of each biotinylated oligo, its genomic position, size, strand origin, and T<sub>m</sub> is listed.

Figure S1

Supplemental Figure S1. CenRNAs are polyadenylated. RT-PCR on *cenRNA7* and *cenRNA8* using total RNA or RNA fractionated into poly(A) tail enriched (poly(A)+) or depleted (poly(A)-). *COX3*, a mitochondrial mRNA without a poly(A) tail was used as a positive control for the poly(A) depleted RNA fraction while *ACT1* was used as a positive control for the poly(A) enriched RNA fraction.

Figure S2

**A**

**B**

Supplemental Figure S2. Iso-Seq detects complete RNA molecules and alternative polyadenylation sites. **(A)** Pearson correlation analysis of the read count of cenRNAs (in CPT) between the two replicates for each time point and genotype. Each centromere is represented by 2 dots for reads coming from each strand. Not all 32 values are plotted due to the absence of sequenced reads.  $r^2$  value and line of identity are displayed on each graph. **(B)** Iso-Seq track example from input data of WT cells in G1 for *ACT1* gene showing the sequencing of full-length RNA with alternative polyadenylation sites (orange arrows) that overlap with previously mapped poly(A) sites (50) (top track).

Figure S3

Supplemental Figure S3. cenRNAs represent a small fraction of sequenced transcripts. **(A-B)** Fraction of total sequenced reads **(A)** or of periCEN reads **(B)** that enter the CEN by 1bp, or the entire centromere (full CEN) in G1 and S phase.

Figure S4

Supplemental Figure S4. Heterogeneity in centromere accessibility. **(A)** Distribution of the proportion of periCEN reads that enter the CEN by chromosome and by transcript orientation (relative to its centromere). **(B)** Proportion of periCEN reads that enter the CEN in G1 vs S phase. Median plus interquartile range is displayed in black. p-values determined by a paired Wilcoxon test (\*\*,  $p < 0.01$ , \*\*\*\*,  $p < 0.0001$ ). **(C)** Distribution of the proportion of cenRNA reads by centromere, in S phase, based on their orientation. **(D)** Distribution of the proportion of cenRNA reads that encompass the entire centromere (all three CDEs) by chromosome, in S phase, based on their orientation.

Figure S5

Figure S5 continued

Supplemental Figure S5. Iso-Seq tracks of all centromeres. Screenshots of the Iso-Seq profile around each centromere (pink arrow). Purple tracks and green tracks correspond to reads coming from the (+) strand or (-) strand, respectively. The y-axis is indicated on the left and matches the maximum CPT (except for *CEN6*, *CEN7*, *CEN9*, *CEN13*, *CEN14*, and *CEN16* where it was adjusted to enable visualization of lowly enriched isoforms). Scale bar is indicated on top right corner of each graph.

Figure S6

Supplemental Figure S6. Validation of Iso-Seq results. **(A-B)** RT-qPCR analysis of (peri)cenRNA and cenRNA expression of *CEN4* **(A)** and *CEN5* **(B)** during cell cycle progression. Samples were collected at the indicated times after release from  $\alpha$ -factor arrest. The approximate timing of cell cycle transitions is indicated beneath the graph. Expression levels were quantified relative to that of t=0 min after  $\alpha$ -factor release. A schematic of the position of the primers relative to the CEN is shown below each graph. Error bars represent standard deviation (n=3).

Figure S7

Figure S7 continued

E

F

Supplemental Figure S7. Cbf1 loss leads to increased cenRNAs expression through increased accessibility of the centromere domain. (A) Distribution of cenRNAs read counts (entering CEN by at least 1nt) per chromosome. (B) Distribution of the ratio of total (peri)centromeric reads (periCEN + CEN) in G1 between WT and *cbf1Δ* cells by chromosome and by transcript orientation. The black dotted line represents a ratio of 1. (C) Proportion of total reads (left panel) or periCEN reads (right panel) that enter the CEN by 1 bp or the entire centromere. (D) Distribution of the fraction of periCEN reads that enter the CEN by chromosome and by transcript orientation in WT and *cbf1Δ* cells. (E) Proportion of periCEN reads that enter the CEN in WT vs *cbf1Δ* cells at both cell cycle stages. Median plus interquartile range is displayed in black. p-values determined by a paired Wilcoxon test (\*,  $p < 0.05$ , \*\*\*\*,  $p < 0.0001$ ). (F) Distribution of cenRNA reads in S phase according to their transcriptional orientation in WT and *cbf1Δ* cells. All WT data are copied from previous figures and are shown for comparison purposes.

Figure S8

A

B

Supplemental Figure S8. Validation of Iso-Seq results in *cbf1Δ* cells. (A-B) RT-qPCR analysis of (peri)cenRNA and cenRNA expression of *CEN4* (A) and *CEN5* (B) during cell cycle progression in WT and *cbf1Δ* cells. Samples were collected at the indicated times after release from  $\alpha$ -factor arrest. The approximate timing of cell cycle transitions is indicated beneath the graph. Expression levels were quantified relative to that of WT t=0 min after  $\alpha$ -factor release (mean  $\pm$  SD, n=3). Statistical significances between WT and *cbf1Δ* cells at each time point were analyzed by a two-tailed unpaired t-test (\*, p<0.05; \*\*, p<0.01). The WT data are the same as shown in Supplemental Figure S6.

Figure S9

Supplemental Figure S9. Cbf1 has a roadblock activity at centromeres. **(A)** Extract from a CBF1-3xFlag REB1-13xMyc CNN1-3xV5 (SBY19103) strain was used for *de novo* kinetochore assembly assay with the indicated DNA templates. DNA-bound proteins remaining on beads after the initial kinetochore assembly (left) and soluble proteins eluted off during the restriction digest step (right) were analyzed by immunoblotting with the indicated antibodies. We note that the eluted proteins can result from instability on the DNA and/or be proteins associated with cleaved off DNA. **(B)** *De novo* kinetochore assembly was followed by *in vitro* transcription using the T7 promoter and T7 RNA polymerase. Purified RNA products were separated on a 6% TBE-Urea gel. Major discrete RNA products are indicated by the arrowheads. The band corresponding to the CDEI stop is indicated by a red dot and is shown as a zoomed-in inset. Sizes are given in nucleotides.

Figure S10

Supplemental Figure S10. Validation of lack of Cbf1 association and Reb1 recruitment to *CEN8* *in vivo*. ChIP-qPCR analysis of Cbf1-Flag (left) and Reb1-Myc (right) binding at *CEN8* and *CEN14* in different *CEN8* mutant backgrounds. Error bars represent standard deviation (n = 2).

## Supplemental note

### *Divergent transcription*

We surprisingly found that transcription can initiate within the CEN or in its close vicinity and diverge from it (Figure 2C and Supplemental Figure S5). Interestingly, centromeres are flanked by DNase I hypersensitive sites which could be utilized as port of entry for the transcription machinery (3). We quantified this transcription by counting the number of transcripts that start in a region comprising 25 bp of the CEN and 100 bp of flanking DNA (Figure SN-A). 

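Divergent reads were counted by the authors on each side of the 16 centromeres, and the captured libraries of all 4 groups were used. The 2 libraries of WT G1 held 170 such reads in all, those of WT S 1979, those of cbf1Δ G1 2522 and those of cbf1Δ S 3423. A side is named by the element from which transcription runs away, so that CEN5 CDEI is transcription that leaves CEN5 past its CDEI border. The 26 sides with at least 10 reads over the 8 libraries were tested by edgeR with the library sizes used for convergent reads, so that a fold is relative to each library's periCEN reads.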

Given the compactness of the yeast genome, a few of these divergent transcripts correspond to adjacent gene expression (*CEN11*, 15 and 16, Supplemental Figure S5), however, the bulk of observed divergent transcripts comes from unannotated non-coding transcription. These transcripts are in very low abundance in G1 and only originate from a small subset of CENs (Figure SNB and C). Similarly, as observed for cenRNAs, divergent transcripts become more enriched in S phase and originate from almost all CENs (Figure SN-B and C), suggesting that the chromatin remodeling occurring during DNA replication at centromeres might facilitate the loading of the transcription machinery. 

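CEN15 lies on chromosome XV of sacCer3 from 326584 to 326702, and RRP6, which encodes an exonuclease of the nuclear exosome, starts 129 bp from its CDEI border and runs away from it. CEN11 lies on chromosome XI from 440129 to 440246, and MET14, a gene of sulfate assimilation, starts 743 bp from its CDEIII border. CEN16 lies on chromosome XVI from 555957 to 556073, and CIT3, which encodes a mitochondrial citrate synthase, starts 303 bp from its CDEIII border. In the captured WT S libraries CEN15 CDEIII had 826 divergent reads and CEN15 CDEI 34, CEN11 CDEIII had 58 and CEN11 CDEI 20, and CEN16 CDEI had 65 and CEN16 CDEIII 15. CEN15 gave 43.5% of the 1979 divergent reads of WT S, and PHO80, on its CDEIII side, is transcribed toward it. The counts do not tell which reads run into a gene.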

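In WT G1, 9 of the 16 centromeres had a divergent read and 3 had at least 10. CEN5 gave 76.5% of the 170 reads, all 130 of them from its CDEI side, CEN7 CDEI gave 14 and CEN15 CDEI 7.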

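The captured WT S libraries held 989.5 ± 209 divergent reads against 85.0 ± 31.1 in WT G1 (SD, n = 2), an 11.6-fold difference (8.54-fold per 1000 periCEN reads). Reads came from 15 of the 16 centromeres, and 14 had more in both S phase libraries than in both G1 libraries, the exceptions being CEN5 and CEN14. Without CEN5 the total differed 43.9-fold. CEN15, which gave 43.5% of the WT S reads, was not left out. By edgeR, all 13 CDEIII sides tested and 6 of 13 CDEI sides were higher in S phase. The largest log2 fold changes fitted by edgeR were those of CEN2 CDEI, with 75 reads against 0 (at least 18.1-fold higher), CEN16 CDEI, with 65 against 0 (at least 15.7-fold higher), and CEN15 CDEIII, with 826 against 3 (a ratio of 199, counting interval 68.0 to 968), a rank that depends on the model where G1 has 0 reads. CEN8 CDEIII had 172 against 1 (a ratio of 125, counting interval 22.1 to 4946). CEN11 CDEIII had 58 against 2 (a ratio of 21.0, counting interval 5.56 to 177). The smallest were those of CEN5 CDEI, with 176 against 130 (log2 fold change -0.01), CEN7 CDEI (0.93) and CEN13 CDEI, none of which passed. By edgeR 19 sides were higher and 0 lower, as at an unadjusted p under 0.05, and by DESeq2 18 and 0. With TMM 13 were higher and 1 lower and with the median of ratios 9 and 1, and without WT G1 replicate 1 edgeR called 11. From the rise in S phase, the paper proposes that chromatin remodeling during replication of the centromeres might ease loading of the transcription machinery.

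**Figure D7:**
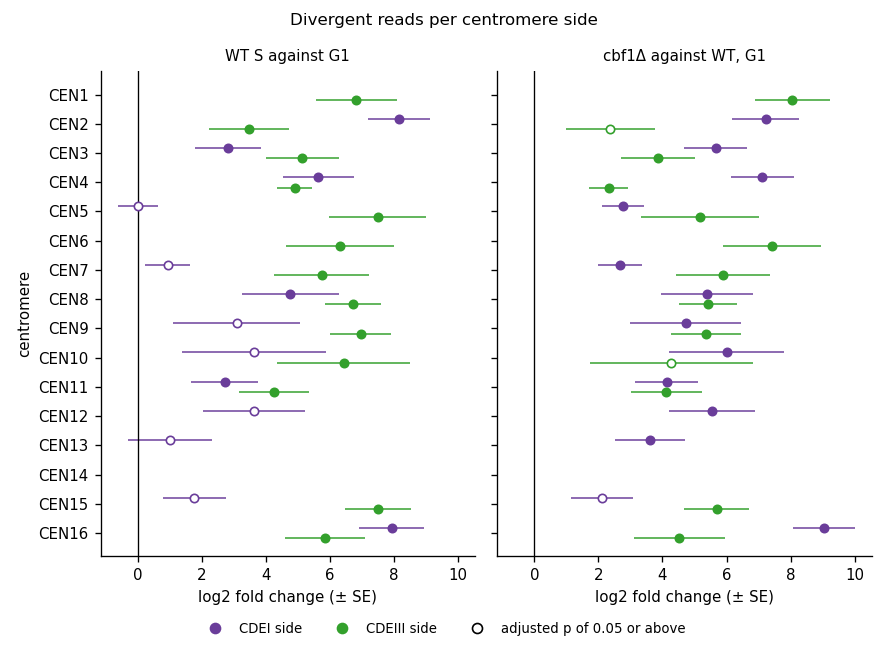
log2 fold change of divergent reads (edgeR) for the 26 sides tested, WT S against WT G1 and cbf1Δ G1 against WT G1. Bars are standard errors, purple is CDEI and green CDEIII, and open symbols are sides with an adjusted p of 0.05 or more. CEN5 CDEI is at -0.01 in the first comparison and 2.77 in the second.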

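The share of divergent reads that left past CDEIII was 7.24% ± 0.986 in WT G1 and 76.4% ± 3.38 in WT S (SD, n = 2). Without CEN5, whose CDEI side gave 130 reads in G1 and 176 in S phase, it was 30.0% and 83.1%. A share without CEN15, the centromere with most divergent reads in WT S, was not computed. Of the CDEIII sides, CEN15 with 826 reads, CEN8 with 172 and CEN3 with 152 gave the most in S phase. The median over centromeres was 85.3% in S phase.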

Interestingly, while there is variability between the CENs, transcripts diverging from the CDEIII element are predominant, particularly in S phase (Figure SN-B and D). This correlates with our data showing that the CDEIII border is more permeable to the transcription machinery (Figure 2C).

We next asked whether the loss of Cbf1 would also affect CEN divergent transcription. As observed for convergent CEN transcription, CEN divergent transcripts, from almost all CENs, are highly enriched in a *cbf1* $\Delta$  background, in both G1 and S phase, although the levels are variable between CENs (Figure SN-B and C). 

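In G1 the captured cbf1Δ libraries held 1380 and 1142 divergent reads, 14.8-fold more than WT (11.1-fold per 1000 periCEN reads, and 33.4-fold without CEN5), and each of the 16 centromeres had more in both cbf1Δ libraries than in both WT libraries. CEN16 CDEI had 143 reads against 0 (at least 33.9-fold higher), CEN1 CDEIII 68 against 0 (at least 16.1-fold higher) and CEN6 CDEIII 44 against 0 (at least 10.4-fold higher). CEN5 CDEI, with most reads, had 1177 against 130 (6.44-fold, log2 fold change 2.77, standard error 0.65, adjusted p = 0.00793 by edgeR). CEN15 CDEIII had 226 against 3 (a ratio of 53.6, counting interval 18.1 to 262) and CEN11 CDEI 57 against 2 (a ratio of 20.3, counting interval 5.36 to 171). The smallest changes were those of CEN15 CDEI (2.12), CEN4 CDEIII (2.32) and CEN2 CDEIII (2.37). Of 26 sides 23 were higher by edgeR and 0 lower, as at an unadjusted p under 0.05, and 21 and 0 by DESeq2, and CEN2 CDEIII, CEN10 CDEIII and CEN15 CDEI did not pass. With TMM 3 were higher and with the median of ratios 4, and without WT G1 replicate 1 edgeR called 15. In S phase the libraries held 2258 and 1165 reads, 1.73-fold more than WT S (1.66-fold per 1000 periCEN reads, and 1.12-fold without CEN5). By centromere, 9 had more in both cbf1Δ libraries, 3 (CEN4, CEN9 and CEN15) had fewer and 4 overlapped. By edgeR CEN3 CDEI was 8.48-fold and CEN5 CDEI 7.74-fold higher, and CEN4 CDEIII fell, with 23 reads against 90 (log2 fold change -1.98), while by DESeq2 2 sides were higher and 0 lower (6 at an unadjusted p under 0.05). CEN10 CDEI, with 27 reads against 3 (a ratio of 8.82, counting interval 2.71 to 45.4), CEN15 CDEIII (-1.03) and CEN9 CDEIII (-0.97) did not pass. Each of these calls was lost without cbf1Δ S replicate 1, cbf1Δ S replicate 2 or WT S replicate 1, when edgeR called 0 sides (4, 5 and 8 at an unadjusted p under 0.05). Without WT S replicate 2 it called 1. With TMM 2 sides were higher and 5 lower and with the median of ratios 1 and 2, with medians of -0.72 and -0.47 in place of 0.80.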

Noticeably, the proportion of transcripts diverging from CDEI element is more prominent in *cbf1* $\Delta$  cells compared to WT cells (Figure SN-D). This suggests that Cbf1 additionally negatively regulates the transcriptional output of CDEI-adjacent pericentromeres. This effect could either be direct or indirect through the regulation of the local nucleosome phasing (4, 5).

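In the captured cbf1Δ libraries 22.8% ± 6.66 of the divergent reads left past CDEIII in G1 and 33.0% ± 3.28 in S phase (SD, n = 2), so that most left past CDEI. CEN5 CDEI gave 1177 of the 2522 reads in G1 and 1390 of the 3423 in S phase. Without CEN5 the CDEIII share was 42.2% in G1 and 52.9% in S phase.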

Whether CEN-divergent transcripts are just the product of transcriptional noise resulting from altered chromatin architecture or whether they participate in centromere activity is unknown. Recent studies have shown that transcription is required for the proper localization of Shugoshin to the centromere and the maintenance of centromeric cohesion (6, 7). It would be interesting to test if this mechanism is conserved in yeast. Nonetheless, our data shed light on a complex and heterogeneous transcriptional landscape surrounding yeast centromeres during the cell cycle that was previously unappreciated.

# Supplementary note

A

B

C

D

**Supplemental Note. Characterization of the divergent transcription initiating in the vicinity of centromeres.**

(A) Schematic of the CEN locus. The striped brown and pink boxes represent the regions where starting transcripts diverging away from CDEI or CDEIII element, respectively, were counted. This window corresponds to 100 bp upstream or downstream of the CEN to 25 bp within the CEN. (B) Total normalized read count (in count per thousand (CPT)) of CEN divergent transcripts. (C) Distribution of normalized read count of CEN divergent transcripts per chromosome. (D) Distribution of the proportion of each type of CEN divergent transcript per chromosome.

## Supplemental references

1. Pinsky,B.A., Tatsutani,S.Y., Collins,K.A. and Biggins,S. (2003) An Mtw1 complex promotes kinetochore biorientation that is monitored by the Ipl1/Aurora protein kinase. *Dev. Cell*, **5**, 735–745.
2. Rodriguez,J., McKnight,J.N. and Tsukiyama,T. (2014) Genome-wide analysis of nucleosome positions, occupancy, and accessibility in yeast: nucleosome mapping, high-resolution histone ChIP, and NCAM. *Curr. Protoc. Mol. Biol.*, **108**, 21.28.1-21.28.16.
3. Bloom,K.S. and Carbon,J. (1982) Yeast centromere DNA is in a unique and highly ordered structure in chromosomes and small circular minichromosomes. *Cell*, **29**, 305–317.
4. Saunders,M., Fitzgerald-Hayes,M. and Bloom,K. (1988) Chromatin structure of altered yeast centromeres. *Proc. Natl. Acad. Sci.*, **85**, 175–179.
5. Krassovsky,K., Henikoff,J.G. and Henikoff,S. (2012) Tripartite organization of centromeric chromatin in budding yeast. *Proc. Natl. Acad. Sci.*, **109**, 243–248.
6. Chen,Y., Zhang,Q., Teng,Z. and Liu,H. (2021) Centromeric transcription maintains centromeric cohesion in human cells. *J. Cell Biol.*, **220**.
7. Liu,H., Qu,Q., Warrington,R., Rice,A., Cheng,N. and Yu,H. (2015) Mitotic transcription installs Sgo1 at centromeres to coordinate chromosome segregation. *Mol. Cell*, **59**, 426–436.

How the deposited data were processed for this re-analysis (not part of the article)

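Polyadenylated RNA was measured as full-length cDNA molecules (PacBio Iso-Seq) in WT and cbf1Δ yeast arrested with 1 μg/ml α-factor (G1, 0 min) or released for 40 min (S phase). Each of the 4 groups has 2 replicates, and each replicate has a library taken before hybridization capture (input) and a captured library, which makes 16 libraries, 8 of each kind. Apart from the tests and alternatives listed at the end, the comparisons, tests, thresholds and groups of sides were chosen before the data were examined. The deleted gene itself lies outside the counted regions, so the genotype was taken from the labels.

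The authors assigned the reads to libraries with Lima and, with isoseq3, required a poly(A) tail of at least 10 nt and collapsed reads with the same UMI. They aligned the molecules to sacCer3 with minimap2 (splice mode, introns up to 2 kb) and removed alignments with SAMtools flag 2308. The authors then made counts with BEDtools for each chromosome and strand, and deposited them as raw counts that were not divided by library depth. The 6 files of counts used here hold reads that enter the CEN by at least 1 bp, reads that cover the whole CEN, reads within 50 bp of its lower and of its higher coordinate, and divergent reads on each of these 2 sides. A divergent read starts in a window of 25 bp of the CEN and 100 bp of flank. The authors also deposited 3 files with the number of reads and their mean length in nt for each library, chromosome and strand, of which the means for entering reads were used for the length comparisons and those of the lower-coordinate window for an alternative.

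Each chromosome and strand was assigned to a side from the strand on which the CEN lies, so that converging reads belong to the element they meet first. The coordinates were checked against the reference by the capture probes: each of the 46 probes in the copy of the probe table used, of the 48 that the paper states, matched sacCer3 once and at its stated position. In all 256 combinations of a captured library and a side, entering reads did not exceed periCEN reads and full-CEN reads did not exceed entering reads, so the 50 bp counts were read as including the entering reads. The table of entering read lengths differs from the counts in 153 of these 256 combinations (102637 reads against 102192), so lengths were also compared on sides whose 2 numbers lie within 10% of each other. The length table of the higher-coordinate window holds 76834 reads against 190249 in its counts, and it was not used. In the files 32 columns could not be assigned to a strand with converging or diverging reads (3 of them hold a value other than 0) and were not used. In the divergent tables 4 input libraries have values outside the columns of their strand, so divergent reads of the input libraries were not used. The underlining of the most abundant isoform in Table 1 of the paper was not used either.

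Depth per captured library, in periCEN reads, was 28751 and 22695 for WT G1, 36499 and 34571 for WT S, 30842 and 41490 for cbf1Δ G1, and 39799 and 32714 for cbf1Δ S. The input libraries held 23 and 9, 36 and 22, 33 and 31, and 18 and 38 periCEN reads in the same order. No counted total of all reads of a library was used here, and totals implied by the paper's values served only as an alternative. The library size in every main test was therefore the library's sum of periCEN reads, in which CEN7 CDEI has the largest part. A change in these tests is a change relative to that sum.

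Counts per side were tested with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit and glmQLFTest) on the 8 captured libraries, in a single model with a mean per group and a shared spread. Sides with at least 10 counts over the 8 libraries were kept, which are all 32 sides for cenRNA and periCEN reads and 26 for divergent reads. Benjamini-Hochberg adjustment was made within each comparison, with a threshold of 0.05. The common dispersion was 0.134 for cenRNA, 0.137 for periCEN and 0.173 for divergent reads. The standard errors given for log2 fold changes are the fold change divided by the square root of its F value. DESeq2 1.42.0 was run as the second tool, with no independent filtering. A fold against a group without reads was computed against a floor of 3 counts over the group and is given as a lower bound, and with 1 to 3 counts the ratio is given with its exact counting interval.

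The share of periCEN reads that enter the CEN was computed per library and side, averaged over the 2 replicates, and compared between groups over sides with at least 10 periCEN reads in each group. Differences of shares and of read lengths were tested with two-sided sign-flip permutation tests over sides or centromeres, exact or with 100000 resamples, of which the smallest p is 1e-05. These tests are of the mean paired difference. The text gives the median difference beside them, so the p-value and the median can disagree. Totals of 2 libraries against 2 were described by their means and SD and not tested. Pooled reads of the input libraries were compared with Fisher's exact test. Intervals of shares are Wilson 95% intervals. These steps ran in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9.

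The edgeR step was tested on simulated data, with 100 simulations per comparison in which 9 of the 32 sides were changed. For WT S against G1 it called 1.67% of the 2-fold, 22% of the 4-fold and 50.7% of the 8-fold changes, and 0.217% of the unchanged sides. For cbf1Δ against WT it called 4%, 28.3% and 49% in G1, with 0.348% of the unchanged sides, and 13.7%, 61.7% and 95.7% in S phase, with 0.739%. A side that did not pass can therefore hold a change of several fold, above all in comparisons with WT G1. The rates hold for 9 changed sides. They do not carry over to comparisons in which most sides changed, where the adjustment is less strict. The sign-flip test on 25 simulated sides gave a p under 0.05 in 4.25% of 400 simulations without a shift and in 84% with a shift of 10 percentage points. These simulations drew the noise of each side separately, without a shift shared by a whole library. They therefore do not cover library differences such as the median shares of 60.0% and 77.0% in the WT S replicates.

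For each comparison the text names the 3 sides with the largest and the 3 with the smallest change among those tested, and the centromeres that the paper names (CEN1, CEN4, CEN5, CEN6, CEN7 and CEN8 for converging reads, CEN11, CEN15 and CEN16 for divergent reads). Other sides were named after their values were seen. The groups of sides are those of CDEI and CDEIII, the 4 origins in Table 1 of the paper, centromeres with CDEI on the plus or the minus strand, and centromeres whose CDEI holds CACGTG or another motif.

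The alternatives were another tool, other size factors, other count minimums, the replicate number as a block, each library left out in turn, the centromere with most reads left out, other denominators and averages, the log2 scale and other pseudocounts. Alternatives chosen after seeing the data were 3 other library sizes (equal, implied by the percentages and folds that the paper prints, and without CEN7), the read numbers matched within 10%, full-CEN reads over periCEN reads, the pooled share, the r² over sides with reads in both replicates, and the comparisons of shares of cbf1Δ G1 with WT S and of cbf1Δ S with cbf1Δ G1. Tests and measures chosen then were the interaction of shares in percentage points, all tests of input reads, for CEN7 CDEI and the other sides too, those of capture bias, of library sizes without CEN7, of molecule length and of the entry element, the r² of periCEN counts, and the tallies over centromeres and by origin, strand, motif and element under other size factors.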

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

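Of the tests in this part, the interaction of shares in percentage points and the tests of capture bias, of library sizes without CEN7, of the sides, lengths and genotypes of input reads, of molecule length and of the entry element, also within groups, were chosen only after the result was seen.

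A difference between groups was found in the effect of cbf1Δ on cenRNA, which was larger in G1 than in S phase on 22 of the 32 sides and smaller on 0 by edgeR's interaction test (23 at an unadjusted p under 0.05), and on 21 and 0 by DESeq2. The interaction was largest at CEN1 CDEI (log2 8.32) and CEN12 CDEI (7.53), where WT G1 had no reads so that the size depends on the model, and at CEN14 CDEI (7.31). It was 6.95 at CEN8 CDEI, 3.76 at CEN4 CDEIII, 3.26 at CEN7 CDEI and 2.39 at CEN6 CDEI. CEN9 CDEIII (-1.26), CEN5 CDEIII (0.62) and CEN13 CDEIII (1.81) had the smallest values and did not pass. Leaving out single libraries gave 16 to 26 sides. With TMM 3 sides were larger in G1 and 1 smaller, and with the median of ratios 1 and 2. The median interaction over the sides moved from 3.48 to 0.70 and 0.02 with these scalings, so the call is one relative to periCEN reads.

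The shares, which need no library size, differed in the same way. The effect of cbf1Δ on the share of periCEN reads that enter was larger in G1 than in S phase by a median of 35.4 percentage points over 25 sides (medians of 45.5 and 8.95 points), larger in G1 on 23 of them (two-sided sign-flip permutation test, p = 1e-05, the smallest it can give). Argued against is bias of the capture step as the whole source of the G1 effect at CEN7 CDEI, where 30 of 41 input reads entered in cbf1Δ G1 and 1 of 22 in WT G1 (Fisher's exact test, p = 1.04e-07), as is CEN7 setting the library sizes, since 21 sides kept a phase difference without CEN7 in them. Also argued against are shares near their upper limit in WT S, since in log2 odds the difference was 3.33, larger in G1 on 24 of 25 sides (permutation p = 1e-05). On the other sides together, where 15 of 23 input reads entered in cbf1Δ G1 and 7 of 10 in WT G1, bias of capture cannot be told apart at this depth (Fisher's exact test, p = 1, odds ratio 0.809, exact 95% interval 0.106 to 4.92, and without full-CEN reads 2.16, 0.131 to 137, against 43.4 and 36.4 in the captured libraries), and capture that differs between the phases was not tested. A roadblock by Cbf1 that acts mainly outside S phase, which the paper proposes, may account for the pattern and stays a hypothesis here. The paper also tested roadblock activity by transcription in vitro on CEN3 templates and by a Reb1 site in place of CDEI at CEN8. The counts used here do not cover those experiments.

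Signal was found in reads of the input libraries that the paper did not analyse further, those that enter a centromere, which it describes as rare and not consistently detected. The 2 input libraries held 8 entering reads in WT G1, 18 in WT S, 45 in cbf1Δ G1 and 37 in cbf1Δ S. Of these, 7, 14, 10 and 10 covered the full CEN. All these numbers are above the 3 reads that a count of 0 allows, a limit that does not measure background. Of the 41 full-CEN reads 25 came through CDEI and 16 through CDEIII, over 11 centromeres. CEN2 CDEIII and CEN3 CDEI each gave 3 of the 14 in WT S.

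Full-CEN reads were thus a large part of the entering input reads (41 of 108). Argued against is that the input libraries hold other sides than the captured ones, since the captured shares of the same sides predict 13.1 full-CEN reads, below the exact 95% interval of the 41 observed (29.4 to 55.6). For the 12 of the 41 full-CEN input reads with at most 1000 nt, a preference of capture for short molecules is also argued against. Their median was 13.5 captured full-CEN reads per input read, on the same sides and in the same groups. Of reads that stop before the CEN, 1619 were captured per input read. Longer full-CEN input reads were left out, so for them such a preference is not excluded. Open are molecules that do not vary with genotype, such as genomic DNA. The ratio of cbf1Δ to WT was 0.952 in the input (95% interval 0.490 to 1.85) and 3.46 in the captured libraries. These ratios were not matched by side, so their contrast cannot decide. CEN7 CDEIII gave 6198 of the 9929 captured full-CEN reads but only 1 in the input, in cbf1Δ S. By the paper's methods the poly(A) RNA was treated with DNase I and only reads with a poly(A) tail of at least 10 nt were kept, both of which act against genomic DNA. Reads assigned to the wrong library, and other sources, were not tested.

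The share of entering reads that cover the full CEN differed between sides over the 8 captured libraries, from 0.0495% at CEN7 CDEI (27 of 54498) and 0.0828% at CEN6 CDEI to 75.2% at CEN15 CDEI and 91.9% at CEN13 CDEIII (68 of 74). These values pool groups that differ and weigh cbf1Δ most: CEN7 CDEI was at 4.52% in WT G1, 0.205% in WT S, 0.0353% in cbf1Δ G1 and 0.00773% in cbf1Δ S, and in WT S 4 sides with at least 10 entering reads were at 0%. No explanation tested here was excluded. For adenine runs of CDEII taken as poly(A) tails, the rank correlation of the share with the longest run was -0.0979 (permutation p = 0.591), and for loss of long molecules the rank correlation with read length was -0.157 (permutation p = 0.389). These 2 cannot be told apart from no relation over 32 sides. For the element through which transcription enters, the median was 22.4% for CDEIII and 5.47% for CDEI sides, 16.9 points apart (two-sided permutation p = 0.0429), with the exceptions named. Neither this test nor those within groups paired the 2 sides of a centromere, so whether the element contributes stays open. Within the groups the medians were 2.89 points apart in WT G1 (exact permutation p = 0.259), 9.00 in WT S (permutation p = 0.0951), 18.8 in cbf1Δ G1 (permutation p = 0.0469) and 18.8 in cbf1Δ S (permutation p = 0.0435), so that neither WT group passed on its own.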

How the results depend on the processing

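The alternative library sizes (equal, implied by the paper, and without CEN7), the pooled share, full-CEN reads over periCEN reads, the matched read numbers, the r² over sides with reads in both replicates and the comparison of cbf1Δ G1 with WT S were chosen only after the result was seen.

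For 48 results, 396 alternatives were run. Of the planned ones 263 kept the direction and the side of the threshold (or stayed within the replicate SD, or within 1.5 times for a count), 53 moved, 4 passed a threshold that the result had not passed, and 5 reversed. Of those added later 58 were the same, 11 moved, 1 passed and 1 reversed. Except where stated, the cause was not tested. Other pseudocounts were run for the cenRNA level by origin and not for the counts of changed sides, which the files give as counts. Where leaving out a library leaves 1 in a group, that library is assumed to vary like the other groups.

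With TMM and with the median of ratios, which centre the sides as a set, cenRNA sides numbered 5 and 5 in WT S against G1, 6 and 6 in cbf1Δ against WT in G1, 2 and 2 in S phase, and 4 and 3 for the interaction. With TMM periCEN sides numbered 3 in WT S against G1 and 2 in cbf1Δ against WT in G1, and with library sizes without CEN7 2 and 2. Divergent sides numbered 10 in WT S against G1 with the median of ratios, 3 and 4 in cbf1Δ against WT in G1 with TMM and the median of ratios, and 7 in S phase with TMM.

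Leaving out single libraries gave these ranges by edgeR. cenRNA sides in cbf1Δ against WT in S phase numbered 3 to 9 (3 without cbf1Δ S replicate 1, WT S replicate 1 or WT S replicate 2). periCEN sides numbered 1 to 10 in WT S against G1 (1 without WT G1 replicate 1, 6 without WT S replicate 1), 2 to 9 in cbf1Δ against WT in G1 (2 without WT G1 replicate 1, 4 without cbf1Δ G1 replicate 2) and 0 to 3 in S phase (3 without either WT G1 library, 1 without WT S replicate 2, and with all libraries 0 by edgeR and DESeq2, with 4 and 3 at an unadjusted p under 0.05). Divergent sides numbered 11 to 19 and 15 to 25 in the first 2 comparisons, lowest without WT G1 replicate 1, and 0 to 3 in S phase, with 1 without WT S replicate 2 and 0 without cbf1Δ S replicate 1, cbf1Δ S replicate 2 or WT S replicate 1 (4, 5 and 8 at an unadjusted p under 0.05). Median differences ranged from -3.87 to 5.39 points for the share of cbf1Δ G1 against WT S (lowest without WT S replicate 1), from -5.18 to 6.96 points for the effect of cbf1Δ on CDEI against CDEIII shares in S phase (negative without cbf1Δ S replicate 1 and, at -0.104, without WT S replicate 2), from -47.2 nt (without cbf1Δ S replicate 1) to 7.00 nt (without WT S replicate 1) for read length in cbf1Δ against WT in S phase, and from log2 -0.41 (without WT G1 replicate 1) to 0.41 for the fold by CDEI motif, which was -0.69 on the CDEIII side.

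The minimum of 1 read per side gave 9.09 points for CDEIII against CDEI in WT G1 and 25.1 points for the effect of cbf1Δ on CDEI against CDEIII in G1, and the sum of entering and 50 bp reads as denominator 10.5 points for the latter. With that denominator the pooled share was 12.9% in WT S, 38.1% in cbf1Δ G1 and 39.0% in cbf1Δ S. Since the 50 bp counts were read as including entering reads, it counts these again and lowers the shares, so its values are not other estimates of them. Per 1000 periCEN reads the cenRNA total differed 9.22-fold in WT S against G1 and 38.5-fold in cbf1Δ against WT in G1.

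CEN7 was left out for converging reads and CEN5 for divergent reads. CEN5 had most divergent reads except in WT S, where CEN15 gave 43.5% and was not left out. The cenRNA folds of cbf1Δ against WT were then 32.5 in G1 and 2.92 in S phase. The divergent folds were 43.9 in WT S against G1 and 33.4 in cbf1Δ against WT in G1. The pooled share was 2.95% in WT G1, 24.0% in WT S and 54.3% in cbf1Δ G1. The full-CEN share of cenRNA was 6.70% in WT G1 and 7.13% in cbf1Δ G1, and as a median over centromeres 4.50% in WT G1 and 12.8% in cbf1Δ S. Over periCEN reads it was 0.0893% in WT G1, 3.05% in WT S and 5.76% in cbf1Δ G1. The CDEIII share of divergent reads was 30.0% in WT G1, 83.1% in WT S, 42.2% in cbf1Δ G1 and 52.9% in cbf1Δ S, and as a median over centromeres 0% in WT G1, 85.3% in WT S and 43.3% in cbf1Δ S. The r² between replicates on the log2 scale and without the side with most reads was 0.926 and 0.460 in WT S, 0.914 and 0.875 in cbf1Δ G1, and 0.953 and 0.847 in cbf1Δ S.

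The replicates share only a number. Deviations of the same number correlated over the 32 sides at 0.00223, 0.117, -0.165, 0.281, 0.580 and 0.426 between pairs of groups for entering reads and at 0.181 to 0.611 for periCEN reads. With the replicate number as a block, edgeR called 30, 31 and 10 cenRNA sides in WT S against G1 and in cbf1Δ against WT in G1 and S phase, and 23 for the interaction, 11, 10 and 0 periCEN sides, and 19, 24 and 4 divergent sides. The blocked folds of the totals were 12.8, 54.0 and 4.40 for cenRNA and 11.9, 15.3 and 1.66 for divergent reads.

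Depth limits most what involves WT G1, with 825 cenRNA and 170 divergent reads over 2 libraries, and the input libraries.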

Differences from the paper's values

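The r² of periCEN counts, the r² over sides with reads in both replicates, the library totals implied by the paper's percentages and the tallies over centromeres were chosen only after the result was seen.

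The paper gives an r² of at least 0.94 between replicates, and the lowest r² of the cenRNA counts here was 0.674, in WT G1. This value covers all 32 sides, whereas Supplemental Figure S2A leaves out sides for lack of reads, so the sets of sides may differ. Over the 16 sides with reads in both replicates of WT G1 the r² was 0.585. Of the alternatives set before the data were examined, log2 counts, with a lowest r² of 0.784, and counts without the side with most reads, with 0.460, differ as well. In cbf1Δ the r² was 0.990 in G1 and 0.987 in S phase. The r² of periCEN counts ran from 0.936, which rounds to the paper's value, to 0.992, a measure chosen after seeing the values.

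The paper describes cenRNA reads in the input libraries as rare and not consistently detected, and in the legend of Figure 2 and for the enrichment of cenRNA as not detected. Here the 2 libraries of each group held 8 entering reads in WT G1, 18 in WT S, 45 in cbf1Δ G1 and 37 in cbf1Δ S. Of these, 7, 14, 10 and 10 covered the full CEN, and the source of those reads stays open. Without them 1 entering read is left in WT G1, 4 in WT S, 35 in cbf1Δ G1 and 27 in cbf1Δ S.

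For WT G1 the paper names CEN8 as the exception to entry through CDEIII, citing the share of periCEN reads that enter (Supplemental Figure S4A and B). Here this share was higher through CDEIII at 12 of the 16 centromeres, among them CEN7 (66.5% against 0.652% through CDEI). Besides CEN8 (11.6% through CDEI and 0 of 37 reads through CDEIII), it was higher through CDEI at CEN10 (17.2% and 14.5%), CEN11 (4.55% and 1.30%) and CEN14 (1 of 3649 reads and 0 of 36), each on few entering reads or within the spread of replicates. By cenRNA reads, another measure, CDEIII also gave more at 12 centromeres and 56.0% of all.

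The paper names adjacent nucleosome depleted regions as the source of the most abundant cenRNAs. Of the 10 sides with most cenRNA in WT S, 3 are of this origin, 3 are readthrough, 2 antisense and 2 intergenic. The class had a median of 0.689 reads per 1000 periCEN reads, against 0.640 for readthrough, 4.08 for antisense and 4.36 for intergenic sides, and the highest side, CEN7 CDEI, is readthrough. CEN7 CDEIII and CEN10 CDEI, next in order, are of the class. These values rank whole sides, whereas the paper marks the most abundant isoform of each in its table of origins. That mark was not used here, and a side with 2 origins counts in both class medians. Levels of different centromeres also carry differences in capture, and the paper cautions against comparing them. The tally is thus another measure and does not test the paper's statement.

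The paper reports more transcription at each of the 16 centromeres in cbf1Δ S than in WT S and states no threshold. Here 11 of 16 had more cenRNA reads in both cbf1Δ libraries, 12 per 1000 periCEN reads, and the mean was higher at 15, all but CEN15. By edgeR 7 of 32 sides passed, 10 with the replicate block, and 9 with the implied library totals, which were chosen after seeing the values. In G1 all 16 were higher in both libraries.

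The paper reports a general increase of transcription that starts next to centromeres in cbf1Δ G1, with some pericentromeres not affected. Here 9 of 32 sides had more periCEN reads, entering reads included, relative to all periCEN reads, with a median log2 fold change of 0.99. With the implied library totals 11 did. Since the sum of periCEN reads is the library size of the main test, a general increase cannot show in it. As counted, the libraries held 36166 ± 7529 periCEN reads in cbf1Δ G1 and 25723 ± 4282 in WT G1 (SD, n = 2).

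For divergent reads the paper reports that CDEIII predominates in WT, above all in S phase and with variability between centromeres. Here it gave 76.4% in WT S but 7.24% in WT G1, and 30.0% in WT G1 without CEN5. The paper reports a larger part from CDEI in cbf1Δ than in WT, which held in S phase (CDEIII share 33.0% in cbf1Δ), while in G1 the CDEIII share was 22.8% in cbf1Δ, above that of WT, and 42.2% without CEN5. The paper also reports more divergent reads in cbf1Δ at almost all centromeres in both phases. In G1 this held at 16 of 16, whereas in S phase 9 had more in both libraries and 3 had fewer, with 2 sides higher and 1 lower by edgeR.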

Other observations

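The tallies by origin, strand, motif and element under other size factors and the tests of input reads were chosen only after the result was seen.

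The 4 sides that the paper lists as antisense initiation, CEN1 CDEI, CEN8 CDEI, CEN15 CDEI and CEN16 CDEIII, were those whose periCEN reads changed most as a class. By edgeR 3 of the 4 had more periCEN reads in WT S than in WT G1 (median log2 fold change 2.96) and 3 of 4 in cbf1Δ G1 than in WT G1 (2.94). These were CEN15 CDEI (5.53 and 3.60), CEN8 CDEI (3.14 and 3.35) and CEN1 CDEI (2.78 and 2.53), while CEN16 CDEIII (1.12 and 1.30) did not pass. The periCEN reads include entering reads. In WT S these were 641 of 667 at CEN15 CDEI, 453 of 483 at CEN8 CDEI and 126 of 131 at CEN1 CDEI. Of the 14 readthrough sides 1 and 2 were higher (medians 0.09 and 0.67), of the 16 sides of nucleosome depleted regions 4 and 4, with 1 lower in the first comparison (0.67 and 1.02), and of the 3 intergenic sides 1 and 1 (0.85 and 0.34). With TMM the antisense medians were 2.48 and 2.42, with 1 and 1 sides higher, and with the median of ratios 2.22 and 1.87, with 2 and 2. The readthrough medians turned to -0.18 in the first comparison with TMM and to -0.66 and -0.33 with the median of ratios, which also turned the medians of nucleosome depleted regions in the first comparison (-0.06) and of intergenic sides in the second (-0.63, and -0.05 with TMM). The antisense class is small, was defined by the study on these libraries, and the difference between classes was not tested.

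cenRNA reads rose on 4 of 4 antisense sides, 16 of 16 sides of nucleosome depleted regions, 12 of 14 readthrough and 3 of 3 intergenic sides in WT S against G1 (edgeR, median log2 fold changes 7.63, 3.17, 3.46 and 3.93). In cbf1Δ G1 against WT G1 4 of 4, 15 of 16, 13 of 14 and 3 of 3 rose (6.78, 4.20, 5.37 and 3.10), and the remaining readthrough side, CEN9 CDEIII, fell. Measured against the other sides, with TMM and with the median of ratios, only 3 of 4 antisense and 1 of 14 readthrough sides rose in the first comparison and 1 and 3 in the second. Of the other classes 0 rose, while 1 readthrough side fell in each comparison and 1 intergenic side in the second. With TMM the medians were 5.03, 0.52, 1.55 and 1.21 in the first and 3.02, 0.33, 1.64 and -0.79 in the second comparison, and with the median of ratios 4.30, 0.17, 0.18 and 0.83, and 2.87, -0.01, 0.57 and -0.99. Centromeres with CDEI on the plus strand had 18 of 20 sides higher in both comparisons (3.99 and 4.83), with 1 lower in the second, and those with CDEI on the minus strand 12 of 12 (3.29 and 4.88). With either of these scalings 2 sides of each were higher in both comparisons, and of those on the plus strand 1 was lower in the first and 2 in the second. CEN9 CDEIII kept a low share of entering reads in all 4 groups, at 4.53% ± 1.30 in WT G1, 4.94% ± 0.839 in WT S, 2.47% ± 0.321 in cbf1Δ G1 and 4.99% ± 0.712 in cbf1Δ S (SD, n = 2).

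In the input libraries without full-CEN reads, 1 of 25 reads entered in WT G1 (4.00%), 4 of 44 in WT S (9.09%), 35 of 54 in cbf1Δ G1 (64.8%) and 27 of 46 in cbf1Δ S (58.7%), with two-sided Fisher's exact tests of cbf1Δ against WT at p = 1.26e-07 in G1 and p = 5.54e-07 in S phase. Most of these reads came from CEN7 CDEI. Without it 1 of 4 entered in WT G1 and 6 of 14 in cbf1Δ G1 (Fisher's exact test, p = 1), and 1 of 11 in WT S and 8 of 16 in cbf1Δ S (Fisher's exact test, p = 0.0417). For the mean length of entering reads in WT S against WT G1 no direction can be given: over 23 sides the median difference was 30.0 nt and the mean difference -32.6 nt, with medians of 499 nt and 582 nt (two-sided permutation p = 0.515).

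A hypothesis was that centromeres whose CDEI holds CACGTG gain more cenRNA on loss of Cbf1 than those with another motif. The paper gives CDEI as the binding site of Cbf1 at centromeres with either motif. The median log2 fold change in G1 was larger by 0.40 at the 8 centromeres with CACGTG than at the 8 others (two-sided exact permutation test, p = 0.639), and by 1.15 on the CDEI side (exact p = 0.316). It was -0.69 on the CDEIII side and -0.41 without WT G1 replicate 1. By side 15 of 16 rose and 1 fell with CACGTG and 15 of 16 rose with another motif (edgeR), and with TMM and the median of ratios 3 rose and 2 fell with CACGTG and 1 rose with another motif. The hypothesis was neither borne out nor excluded, and the cause of the spread between centromeres stays open.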
